# Hypoxia-inducible factor cell non-autonomously regulates *C. elegans* stress responses and behavior via a nuclear receptor

**DOI:** 10.7554/eLife.36828

**Published:** 2018-07-16

**Authors:** Corinne L Pender, H Robert Horvitz

**Keywords:** hypoxia-inducible factor, cytochrome P450, nuclear hormone receptor, *C. elegans*

## Abstract

The HIF (hypoxia-inducible factor) transcription factor is the master regulator of the metazoan response to chronic hypoxia. In addition to promoting adaptations to low oxygen, HIF drives cytoprotective mechanisms in response to stresses and modulates neural circuit function. How most HIF targets act in the control of the diverse aspects of HIF-regulated biology remains unknown. We discovered that a HIF target, the *C. elegans* gene *cyp-36A1*, is required for numerous HIF-dependent processes, including modulation of gene expression, stress resistance, and behavior. *cyp-36A1* encodes a cytochrome P450 enzyme that we show controls expression of more than a third of HIF-induced genes. CYP-36A1 acts cell non-autonomously by regulating the activity of the nuclear hormone receptor NHR-46, suggesting that CYP-36A1 functions as a biosynthetic enzyme for a hormone ligand of this receptor. We propose that regulation of HIF effectors through activation of cytochrome P450 enzyme/nuclear receptor signaling pathways could similarly occur in humans.

## Introduction

The capacity to sense and respond to oxygen deprivation, or hypoxia, is crucial to normal physiological function and survival of aerobic organisms, which require oxygen to perform respiration and generate energy in the form of ATP. The fundamental importance of a mechanism to detect and react to low oxygen is reflected in the presence of a conserved hypoxia-response pathway in most animal cells. This pathway consists of the transcription factor HIF, or hypoxia-inducible factor, and its negative regulator, the prolyl hydroxylase EGLN, which together mediate a diversity of metabolic and physiological adaptations to hypoxia. The three human EGLNs, which were identified as homologs of the *C. elegans* protein EGL-9, function as oxygen sensors. In the presence of oxygen, EGLN hydroxylates the HIF α-subunit (HIFα), allowing the von Hippel-Lindau (VHL) E3 ubiquitin ligase to promote HIFα degradation (Maxwell et al., 1999; Jaakkola et al., 2001; Epstein et al., 2001; Ivan et al., 2001). In conditions of low oxygen, HIFα is stabilized and acts with its partner HIFβ to drive adaptations to hypoxia through activation of its transcriptional targets (Kaelin and Ratcliffe, 2008; Semenza, 2011; Wang et al., 1995).

The canonical function of the EGLN/HIF pathway is to regulate genes that either increase oxygen availability, for example by promoting erythropoiesis and angiogenesis, or reduce the cellular requirement for oxygen, for example by driving a shift from oxidative phosphorylation to glycolytic metabolism. However, a growing body of work has found roles for the EGLN/HIF pathway in controlling other aspects of animal physiology and behavior. HIF promotes the response to numerous stressors, including infection, proteotoxicity, and oxidative stress (Palazon et al., 2014; Schito and Rey, 2018; Nakazawa et al., 2016; Powell-Coffman, 2010). HIF activation is associated with increased lifespan in *C. elegans* (Mehta et al., 2009; Zhang et al., 2009; Chen et al., 2009; Lee et al., 2010); this longevity phenotype likely stems from the improved stress resistance associated with HIF activity, as is often the case for pathways regulating longevity (Leiser et al., 2015; Shore and Ruvkun, 2013). The EGLN/HIF pathway also modulates several behaviors of *C. elegans* following prolonged hypoxia exposure, suggesting a role for this pathway in tuning neural circuit function (Chang and Bargmann, 2008; Pocock and Hobert, 2010; Ma et al., 2012). The mechanisms by which HIF mediates these non-canonical physiological and behavioral changes remain poorly defined.

Here we report the discovery of an endocrine signaling pathway that regulates multiple aspects of physiology and behavior downstream of HIF in *C. elegans*. From a genetic screen for suppressors of an *egl-9(lf)* mutant behavioral defect, we identified a cytochrome P450 gene, *cyp-36A1*, that is required for modulation of egg-laying behavior by the *egl-9*/*hif-1* pathway. *cyp-36A1* is transcriptionally upregulated in hypoxia or *egl-9(lf)* mutants, in which HIF-1 is constitutively active, and appears to be a direct HIF-1 target. *cyp-36A1* controls expression of more than a third of HIF-1-upregulated genes, demonstrating that *cyp-36A1* acts broadly downstream of *hif-1*. Regulation of gene expression and behavior by *cyp-36A1* occurs cell non-autonomously, and the downstream effector of *cyp-36A1* is the nuclear hormone receptor *nhr-46*, indicating that the likely function of CYP-36A1 is to generate a diffusible signal that controls NHR-46 activity. In addition to modulating behavior and gene expression, *cyp-36A1* and *nhr-46* mediate multiple forms of stress resistance associated with HIF activation. We conclude that CYP-36A1 and NHR-46 are important downstream effectors of the EGL-9/HIF pathway and function together to regulate a wide range of HIF-mediated physiology.

## Results

### A screen for suppressors of the *egl-9(lf)* egg-laying defect identifies the cytochrome P450 gene *cyp-36A1*

To identify novel, functionally important HIF effectors, we analyzed the modulation of *C. elegans* egg laying, the behavior that led our laboratory to discover the first EGLN gene, *egl-9*, and the first known functional role for any member of the EGLN/HIF pathway (Trent et al., 1983). *egl-9(lf)* mutants, in which HIF-1 is constitutively active, are defective in egg laying and become bloated with eggs as adults. Although the egg-laying defect of *egl-9(lf)* mutants is well-established, the downstream effectors of EGL-9 and HIF-1 in regulating egg-laying behavior remain unknown.

We performed a mutagenesis screen to identify genes that act in response to *egl-9* to control egg laying. Specifically, we screened for second-site mutations that suppressed the egg-laying defect of *egl-9(lf)* animals (Figure 1A). Such suppressors could define genes that function downstream of *egl-9.* Two isolates from this screen were allelic to *hif-1* (Figure 1—figure supplement 1A and B), consistent with a previous observation that *hif-1(lf)* suppresses the *egl-9(lf)* egg-laying defect (Bishop et al., 2004) and validating the screen as a means of identifying components of the HIF-1 pathway. A third isolate, *n5666*, was not allelic to *hif-1* and had a G106R missense mutation in the gene *cyp-36A1*, which encodes a cytochrome P450 enzyme (Figure 1—figure supplement 1A and C). A transgene carrying a wild-type copy of *cyp-36A1* fully rescued the suppression by *n5666* of the *egl-9(lf)* egg-laying defect, demonstrating that the mutation in *cyp-36A1* is the causative mutation and suggesting that the suppression phenotype is caused by reduction of *cyp-36A1* function (Figure 1B–1E). Confirming these conclusions, a nonsense allele of *cyp-36A1* also suppressed the *egl-9(lf)* egg-laying defect (Figure 3—figure supplement 1B and C). *cyp-36A1(lf)* single mutants did not exhibit hyperactive egg-laying behavior (Figure 1F and Figure 3—figure supplement 1A and D), indicating that suppression of the *egl-9(lf)* egg-laying defect by *cyp-36A1(lf)* is not a consequence of a nonspecific increase in egg-laying rate. We further showed that *cyp-36A1(lf)* suppressed the previously reported egg-laying defect of hypoxia-exposed worms (Miller and Roth, 2009), demonstrating a role for CYP-36A1 under physiological conditions of HIF-1 activation (Figure 1—figure supplement 2). We then analyzed the role of *cyp-36A1* in regulating other behaviors. We observed that *egl-9(lf)* mutants have reduced locomotion and defecation rates, both of which were suppressed by *hif-1(lf)* (Figure 1G and H). *cyp-36A1(lf)* partially suppressed the slow locomotion and defecation rates of *egl-9(lf)* mutants, showing that CYP-36A1 modulates not only egg laying but also multiple other HIF-1-regulated behaviors.

**Figure 1.**
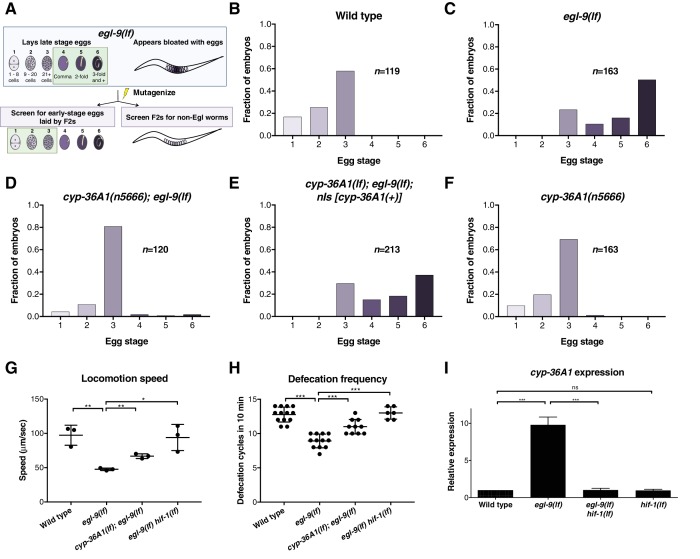
The cytochrome P450 gene *cyp-36A1* is an effector of the hypoxia-response pathway that regulates behavior. (**A**) Schematic of the screen design. Stages of embryonic development adapted from Ringstad and Horvitz (2008) and Paquin et al. (2016). (**B–F**) Distribution of stages of eggs newly laid by adult hermaphrodites, used as a proxy for egg retention time *in utero*, of animals of the indicated genotypes. (**B**) Stages of eggs laid by wild-type animals. (**C**) *egl-9* loss-of-function (*lf*) mutants laid later stage eggs than the wild type (p<0.001, Chi-square test with Holm-Bonferroni correction). (**D**) *cyp-36A1(n5666)* suppressed the egg-laying defect of *egl-9(lf)* mutants (p<0.001). (**E**) The *cyp-36A1(+)* transgene, which contains wild-type *cyp-36A1*, rescued the suppression of the egg-laying defect observed in *cyp-36A1(n5666); egl-9(lf)* mutants (p<0.001). (**F**) *cyp-36A1(n5666)* mutants displayed wild-type egg laying (p>0.05). (**G**) *egl-9(lf)* mutants were defective in locomotion rate, and this defect was suppressed by *hif-1(lf)* and *cyp-36A1(lf)* mutations. Mean ± SD of *n* = 3 biological replicates, *p<0.05, **p<0.01 considered significant (Student’s t-test with Holm-Bonferroni correction). (**H**) *egl-9(lf)* mutants were defective in defecation rate, and this defect was suppressed by *hif-1(lf)* and *cyp-36A1(lf).* Mean ± SD of *n* ≥ 6 animals, ***p<0.001 considered significant (Student’s t-test with Holm-Bonferroni correction). (**I**) Relative expression of *cyp-36A1* mRNA in the wild type, *egl-9(lf)*, *egl-9(lf) hif-1(lf)*, and *hif-1(lf)* mutants, measured by qRT-PCR and normalized to the expression of the large ribosomal subunit *rpl-32*. Mean ± SD of *n* = 3 biological replicates, ***p<0.001 considered significant. ns, not significant (Student’s t-test with Holm-Bonferroni correction). Alleles used for (**B–F**) were *cyp-36A1(n5666)*, *egl-9(n586)*, and *nIs674* (*nIs* [*cyp-36A1(+)*]), and all strains used in (**B–F**) contained the *nIs470* (*P_cysl-2_::gfp*) transgene. Alleles used for (**G–I**) were *egl-9(sa307), hif-1(ia4)*, and *cyp-36A1(gk824636).*

**Figure 1—figure supplement 1.**
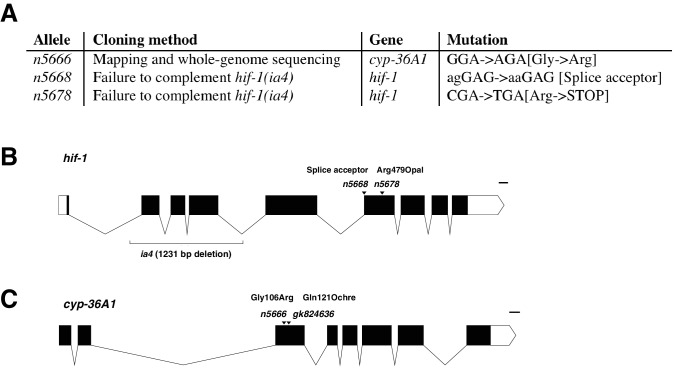
A screen for suppressors of the *egl-9(lf)* egg-laying defect. (**A**) Summary of three cloned alleles from a suppressor screen of the *egl-9(lf)* egg-defect. (**B**) Gene diagram of *hif-1*; isoform *F38A6.3b* is shown. The *ia4* deletion allele was generated by deletion screening (Jiang et al., 2001). Scale bar, 100 bases. (**C**) Gene diagram of *cyp-36A1*. The *gk824636* allele is from the Million Mutation Project (Thompson et al., 2013). Scale bar, 100 bases.

**Figure 1—figure supplement 2.**
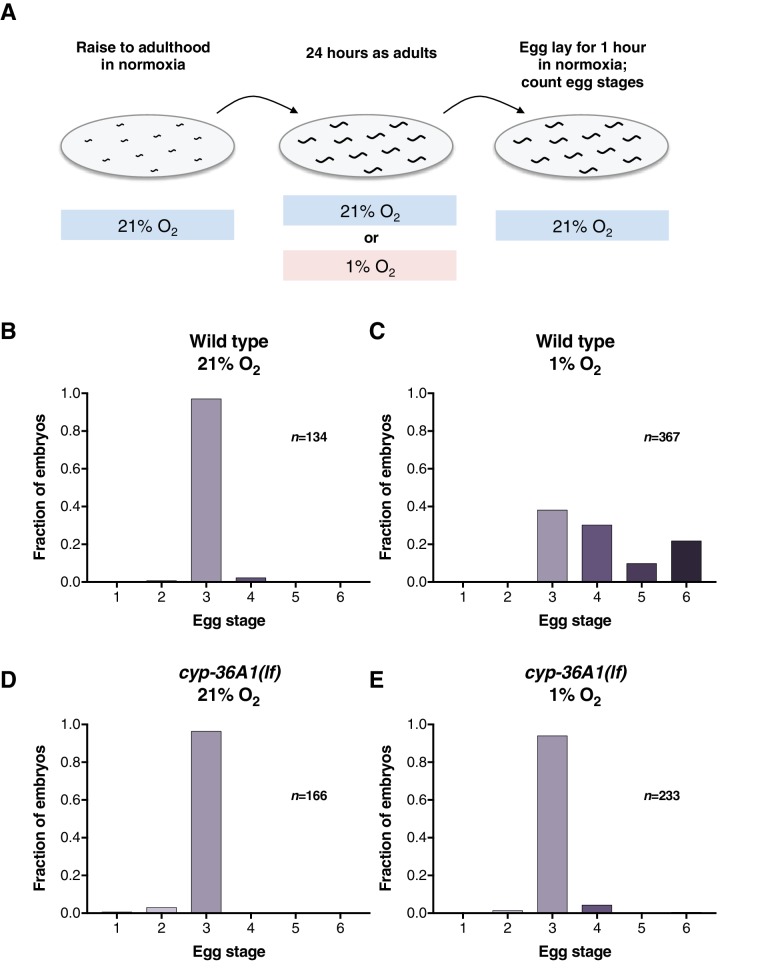
*cyp-36A1(lf)* suppresses the egg-laying defect of hypoxia-exposed animals. (**A**) Schematic depicting experimental design. (**B–E**) Distribution of stages of eggs laid by adult hermaphrodites. (**B**) Stages of eggs laid by wild-type animals grown in normoxia (21% O_2_). (**C**) Animals exposed to hypoxia (1% O_2_) for 24 hr as adults laid later stage eggs than those in normoxia (p<0.001, Chi-square test with Holm-Bonferroni correction). (**D**) *cyp-36A1(gk824636)* mutants grown in normoxia displayed wild-type egg laying (p>0.05). (**E**) *cyp-36A1(gk824636)* mutants exposed to 1% O_2_ laid eggs at earlier stages than wild-type animals in the same condition (p<0.001).

Next we observed that *cyp-36A1* expression is increased in *egl-9(lf)* mutants in a *hif-1*-dependent manner (Figure 1I), consistent with results from an earlier genome-wide microarray study that identified *cyp-36A1* as one of 63 genes regulated by *hif-1* in hypoxia-exposed worms (Shen et al., 2005). ChIP-seq of HIF-1 by the modERN project showed HIF-1 binding at two sites near the *cyp-36A1* coding region, one 5’ to the start of the gene and one in the first intron (Kudron et al., 2018); both of these sites contain the HIF binding motif 5’RCGTG (Kaelin and Ratcliffe, 2008). We conclude that *cyp-36A1* is a downstream effector of the hypoxia-response pathway that regulates multiple behaviors and that *cyp-36A1* likely is a direct transcriptional target of HIF-1.

### CYP-36A1 regulates gene expression changes and stress resistance downstream of HIF-1

We sought to determine if CYP-36A1 regulates other HIF-1-dependent processes. Based on sequence identity, CYP-36A1 is most closely related to the CYP2 family of cytochrome P450 enzymes, which function in both detoxification of xenobiotics and metabolism of endogenous molecules (Nebert et al., 2013). CYP2 family members and other CYPs can act on endogenous substrates to generate diffusible signaling molecules that regulate gene expression, such as eicosanoids and steroid hormones (Rendic and Guengerich, 2015; Dennis and Norris, 2015; Evans and Mangelsdorf, 2014). We hypothesized that CYP-36A1 might function in a transcriptional cascade to mediate aspects of HIF-1-dependent gene regulation. 

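RNA was sequenced from populations of about 150 very young adult hermaphrodites grown at 22.5 °C. There were 4 genotypes with 2 biological replicates each, or 8 libraries in all: the wild type, *egl-9(lf)* mutants, *egl-9(lf) hif-1(lf)* double mutants and *cyp-36A1(lf); egl-9(lf)* double mutants. EGL-9 is the oxygen-dependent prolyl hydroxylase that marks the transcription factor HIF-1 for degradation, so HIF-1 is active in *egl-9(lf)* mutants even when oxygen is plentiful. *cyp-36A1* encodes a cytochrome P450 enzyme. The libraries were made from polyadenylated RNA and read from one end. The authors estimated expected read counts per gene with RSEM 1.2.15 and bowtie 1.0.1 on the ENSEMBL 65 annotation, and these deposited counts, which are not normalized, were used here for all 45461 gene identifiers. They summed to 22269111 and 11925027 in the wild-type libraries, 15866536 and 12938757 in *egl-9(lf)*, 15926703 and 19037696 in *egl-9(lf) hif-1(lf)*, and 19703384 and 16250547 in *cyp-36A1(lf); egl-9(lf)*. The expected counts were rounded to whole numbers, genes with too few counts were left out with filterByExpr, and libraries were scaled by TMM. The remaining 14311 genes were compared by edgeR's quasi-likelihood test in one model over the 4 genotypes, and each p was adjusted by the Benjamini-Hochberg procedure over these genes. Levels are CPM after TMM scaling, given as mean ± SD over n = 2 libraries, and their errors cover the spread between libraries, not sequencing of one RNA again. The log2 CPM values of the 2 replicates had a Pearson correlation across genes of 0.989 in the wild type, 0.984 in *egl-9(lf)*, 0.983 in *egl-9(lf) hif-1(lf)* and 0.987 in *cyp-36A1(lf); egl-9(lf)*. Chi-square per degree of freedom, which sets the difference between replicates against counting noise, was 5.49, 7.86, 20.1 and 29.2 in the same order. By this measure the *cyp-36A1(lf); egl-9(lf)* replicates agreed least. The first principal component held 59.1% of the variance and set the *egl-9(lf)* and *cyp-36A1(lf); egl-9(lf)* libraries apart from the wild-type and *egl-9(lf) hif-1(lf)* libraries. The second held 14.4% and lay between *egl-9(lf)* and *cyp-36A1(lf); egl-9(lf)*.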

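The 3 mutated genes were examined in each library. *hif-1* transcripts were at 188 ± 0.817 CPM in the wild type, 152 ± 13.2 in *egl-9(lf)* and 136 ± 9.35 in *cyp-36A1(lf); egl-9(lf)*, but at 44.4 ± 1.97 in *egl-9(lf) hif-1(lf)*, a log2 fold change of -1.77 against *egl-9(lf)* (standard error 0.11, adjusted p = 1.86e-06 from edgeR's quasi-likelihood test). *egl-9*, which is itself activated by HIF-1, rose from 26.7 ± 0.923 CPM in the wild type to 93.9 ± 9.31 in *egl-9(lf)*, and stood at 23.6 ± 1.08 in *egl-9(lf) hif-1(lf)* and 98.9 ± 17.9 in *cyp-36A1(lf); egl-9(lf)*. *cyp-36A1* rose from 7.38 ± 2.25 CPM in the wild type to 29.3 and 54.7 in the *egl-9(lf)* libraries (log2 fold change 2.53, standard error 0.52, adjusted p = 0.00645 from edgeR) and was at 6.03 ± 1.06 in *egl-9(lf) hif-1(lf)*. In the *cyp-36A1(lf); egl-9(lf)* libraries *cyp-36A1* was at 4.82 and 19.2 CPM, with a log2 fold change of -1.81 against *egl-9(lf)* that did not pass the test (standard error 0.50, adjusted p = 0.116 from edgeR). With the replicate number as a block it passed (adjusted p = 1.48e-04 from edgeR). Over the alternatives tried its adjusted p ran from 8.97e-18 to 0.448.

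**Figure D1:**
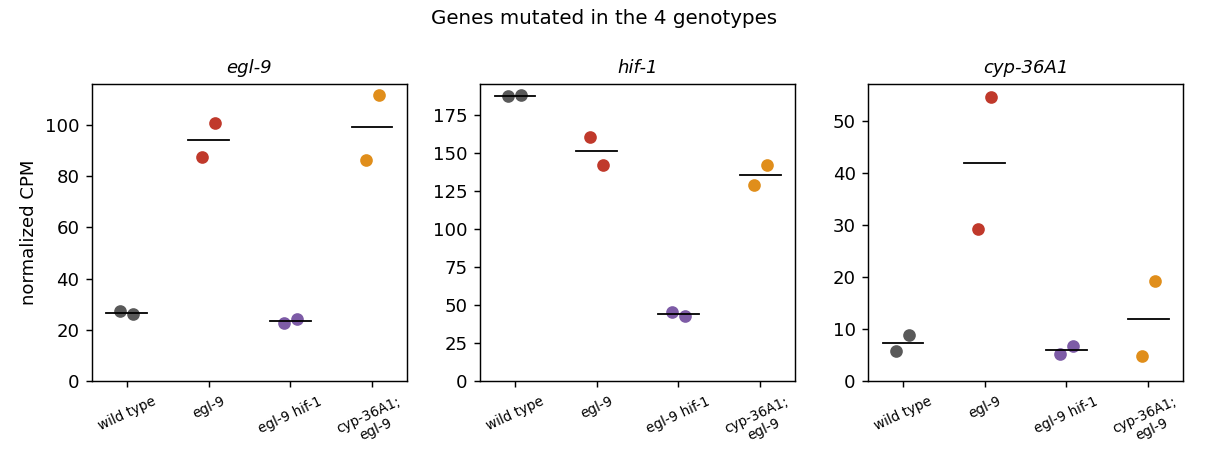
Level of *egl-9*, *hif-1* and *cyp-36A1* in CPM for each library of the 4 genotypes, with points for the libraries and bars for their mean. The *hif-1* level of the *egl-9(lf) hif-1(lf)* libraries lies below that of every other genotype, with a mean of 44.4 CPM.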

We performed an RNA-seq experiment comparing the wild type, *egl-9(lf)* mutants, *egl-9(lf) hif-1(lf)* double mutants, and *cyp-36A1(lf); egl-9(lf)* double mutants. We found that *hif-1(lf)* suppressed *egl-9*-dependent gene expression for 93% of *egl-9(lf)*-downregulated genes and 87% of *egl-9(lf)*-upregulated genes, indicating that most but not all regulation of transcription by *egl-9* occurs through *hif-1*, consistent with previous work (Angeles-Albores et al., 2018). 

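Most genes listed as known targets of HIF-1 rose in *egl-9(lf)* mutants and fell when *hif-1* was also mutated. *cysl-2*, a cysteine synthase family enzyme, was at 19.6 ± 4.24 CPM in the wild type, 885 ± 17.5 in *egl-9(lf)* and 17.5 ± 3.55 in *egl-9(lf) hif-1(lf)* (n = 2 libraries each). The nuclear receptor gene *nhr-57* rose from 3.39 ± 0.997 to 138 ± 17.5 CPM in *egl-9(lf)* and fell by 5.80 on the log2 scale with *hif-1(lf)*, and *rhy-1*, a regulator of the HIF-1 pathway, rose by 5.65 and fell by 5.16 (adjusted p of at most 3.21e-08 from edgeR's quasi-likelihood test in each of these comparisons). Of 12 known HIF-1 targets, 11 rose in *egl-9(lf)* and 1 fell (the same counts when adjusted over the list alone), and 11 fell from *egl-9(lf)* to *egl-9(lf) hif-1(lf)*. The 1 that fell was *smf-3*, a metal transporter gene, at 7.08 ± 0.982 CPM in the wild type, 0.525 ± 0.532 in *egl-9(lf)* and 0.909 ± 0.605 in *egl-9(lf) hif-1(lf)*. The ferritin gene *ftn-1* fell with *hif-1(lf)* but stayed above the wild type in *egl-9(lf) hif-1(lf)*, with a log2 fold change of 3.34 (standard error 0.34, adjusted p = 0.00111 from edgeR). Of 19 glycolysis genes, 11 rose and 2 fell in *egl-9(lf)* (14 and 4 when adjusted over the list alone), and with *hif-1(lf)* 11 fell and 2 rose. The aldolase gene *aldo-1*, the lactate dehydrogenase gene *ldh-1* and the glyceraldehyde-3-phosphate dehydrogenase gene *gpd-3* had log2 fold changes of 1.00, 0.98 and 0.81 in *egl-9(lf)*, while the pyruvate kinase gene *pyk-2* fell by 0.99. Of 7 genes of the propionate shunt and its regulators, 6 fell in *egl-9(lf)* (6 when adjusted over the list alone) and 6 rose with *hif-1(lf)*. The shunt's acyl-CoA dehydrogenase gene *acdh-1* was at 259 ± 25.2 CPM in the wild type, 2.87 ± 1.30 in *egl-9(lf)* and 282 ± 2.90 in *egl-9(lf) hif-1(lf)*.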

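Yolk and sperm transcripts were lower in *egl-9(lf)* as well. All 6 yolk protein genes fell (6 when adjusted over the list alone), among them *vit-1* from 11002 ± 454 to 3638 ± 141 CPM, and 5 rose with *hif-1(lf)*. Of 31 major sperm protein genes, 29 fell in *egl-9(lf)* (29 when adjusted over the list alone) and 30 rose with *hif-1(lf)*, and of 27 other sperm markers, 20 fell (23 when adjusted over the list alone) and 22 rose. Of 19 early embryonic genes, 6 passed the filter on low counts, and of these 5 rose in *egl-9(lf)* and 1 fell (the same counts when adjusted over the list alone). Genes low in the wild type could pass that filter only through genotypes where they were higher, so the count favours rises. Of 16 oocyte and eggshell markers, 5 rose and 2 fell (10 and 2 when adjusted over the list alone). The sperm genes are near-identical in part, so that reads may be divided between them with error, and 61 of the 1339 genes counted as HIF-1-downregulated were sperm genes. In the camera set test with a preset correlation of 0.01, each of these lists moved as a set in *egl-9(lf)*, with adjusted p = 4.50e-15 for the known HIF-1 targets. With an estimated correlation only the known HIF-1 targets held (adjusted p = 0.0456), and the glycolysis, propionate shunt, yolk and sperm lists did not (adjusted p = 0.372 with an estimated correlation in each). In all, 519 genes were at least 2-fold higher in *egl-9(lf)* than in the wild type and 1463 were at least 2-fold lower at an adjusted p under 0.05 from edgeR. Of the higher genes, 440 were lower in *egl-9(lf) hif-1(lf)* than in *egl-9(lf)* (84.8%, 95% Wilson interval 81.4 to 87.6%), and of the lower genes, 1339 were higher (91.5%, 90.0 to 92.8%). The median gene of these 440 lost 100.1% of its log2 change, and the median gene of the 1339 lost 108%. Only 6 of the 440 and 3 of the 1339 differed from the wild type in *egl-9(lf) hif-1(lf)*. Independent draws of the same sizes would share 33.2 and 198 genes, and simulated data in which *hif-1(lf)* had no effect gave suppression of 0.104% and 0.00613% of genes on average over 20 simulations. No gene differed between the double mutants and *egl-9(lf)* in those simulations, so adjustment of p over all genes left almost no calls. Their shares therefore cannot show how much suppression the shared libraries give at the cutoffs reached in the data. With genes selected by one *egl-9(lf)* library and suppression tested against the other, the shares were 67.6 and 73.6% for the higher genes and 76.6 and 80.3% for the lower genes, so part of the overlap can come from the shared libraries. Leaving out wild-type replicate 1 lowered the counts of changed genes from 519 to 308 and from 1463 to 972, and log2(FPKM + 1) values with limma gave 898 lower genes. From the shares suppressed by *hif-1(lf)*, the paper concludes that *egl-9* regulates transcription mostly, but not entirely, through *hif-1*.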

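A smaller group of genes that changed in *egl-9(lf)* also moved back toward the wild-type level when *cyp-36A1* was mutated. *far-3*, which encodes a fatty acid and retinol binding protein, was at 8.75 ± 0.188 CPM in the wild type, 355 ± 29.9 in *egl-9(lf)*, 5.90 ± 0.958 in *egl-9(lf) hif-1(lf)* and 18.6 ± 1.69 in *cyp-36A1(lf); egl-9(lf)* (n = 2 libraries each). The C-type lectin gene *clec-52* had a log2 fold change of 5.25 in *egl-9(lf)* against the wild type, and of -4.08 in *egl-9(lf) hif-1(lf)* and -3.48 in *cyp-36A1(lf); egl-9(lf)* against *egl-9(lf)*. Genes that fell in *egl-9(lf)* and rose again included *ilys-5*, an invertebrate-type lysozyme gene, with a log2 fold change of -2.09 in *egl-9(lf)* and of 2.12 from *egl-9(lf)* to *cyp-36A1(lf); egl-9(lf)* that brought it to 567 ± 84.5 CPM. The nuclear receptor gene *nhr-74* was at 7.92 ± 2.14, 0.105 ± 0.0632, 10.6 ± 2.93 and 6.01 ± 0.734 CPM. *dhs-16*, a steroid dehydrogenase gene of hormone synthesis, was at 4.37 ± 0.827, 0.0300 ± 0.0425, 4.33 ± 0.987 and 1.91 ± 0.872 CPM (log2 fold change of *cyp-36A1(lf); egl-9(lf)* against *egl-9(lf)* 5.54, standard error 0.79, adjusted p = 0.00312 from edgeR's quasi-likelihood test). Its *egl-9(lf)* level lay below 0.100 CPM, the level of 3 counts over the *egl-9(lf)* libraries, so the size of this change is uncertain. Of the 6 yolk protein genes, 3 rose from *egl-9(lf)* to *cyp-36A1(lf); egl-9(lf)* (6 when adjusted over the list alone), with a log2 fold change of 0.88 for *vit-1* that left it below the wild type. As a set the yolk genes rose with a preset correlation (adjusted p = 1.84e-06 from camera) but not with an estimated one (adjusted p = 0.629 with an estimated correlation). The 7 propionate shunt genes had a median log2 fold change of -0.04 and the 19 glycolysis genes one of 0.03 (-0.05 with library totals alone). edgeR called no change in either list, against 1 shunt gene and 2 glycolysis genes at an unadjusted p under 0.05, and the likelihood ratio test called 2 of the glycolysis genes and DESeq2 called none of either list. With the replicate number as a block, 1 glycolysis gene was called higher and 1, *ldh-1*, lower.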

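Of the 440 HIF-1-upregulated genes, meaning genes at least 2-fold higher in *egl-9(lf)* and suppressed by *hif-1(lf)*, 92 were also lower in *cyp-36A1(lf); egl-9(lf)* than in *egl-9(lf)* (20.9%, 95% Wilson interval 17.4 to 24.95%). Of the HIF-1-downregulated genes, 98 were also higher (7.32%, 6.04 to 8.84%). A further 4 upregulated genes were suppressed by *cyp-36A1(lf)* and not by *hif-1(lf)* at these thresholds, the cytochrome P450 gene *cyp-33C8*, the nuclear receptor gene *nhr-112*, *dod-19* and *F59E11.7*, as were 4 downregulated genes, *T28A11.3*, *C33G8.3*, *arrd-22* and *R11E3.2*. Of these, the last 4 and *F59E11.7* were named after their values were seen. Neither mutation suppressed 75 of the higher and 120 of the lower genes. The median HIF-1-upregulated gene lost 17.8% of its log2 change in *cyp-36A1(lf); egl-9(lf)* (quartiles -1.27 and 55.4%), and the median HIF-1-downregulated gene lost 21.2% (6.58 and 35.4%). In *cyp-36A1(lf); egl-9(lf)*, 40 of the 92 and 46 of the 98 differed from the wild type by the same test, 15 and 11 of them in the direction opposite to their change in *egl-9(lf)*. Between the 2 double mutants, 303 of the HIF-1-upregulated and 1094 of the HIF-1-downregulated genes differed. Independent draws would share 5.72 and 13.8 genes. In the simulated data, where neither *hif-1(lf)* nor *cyp-36A1(lf)* had an effect, *cyp-36A1(lf)* suppressed 0.111 and 0.0184% of all genes changed in *egl-9(lf)* on average. Those data held no true HIF-1-regulated genes, so these values are no baseline for 20.9 and 7.32%. Splitting the *egl-9(lf)* libraries between selection and test gave 19.7 and 22.01% for the upregulated genes and 6.37 and 7.92% for the downregulated genes. The share of HIF-1-upregulated genes was 9.95% without *cyp-36A1(lf); egl-9(lf)* replicate 1 and 13.3% without its replicate 2, but 34.9% with no filter on low counts. With the replicate number as a block it was 31.3%, or 161 genes. The downregulated share was 4.50% without replicate 1 and 11.9% with no filter.

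**Figure D2:**
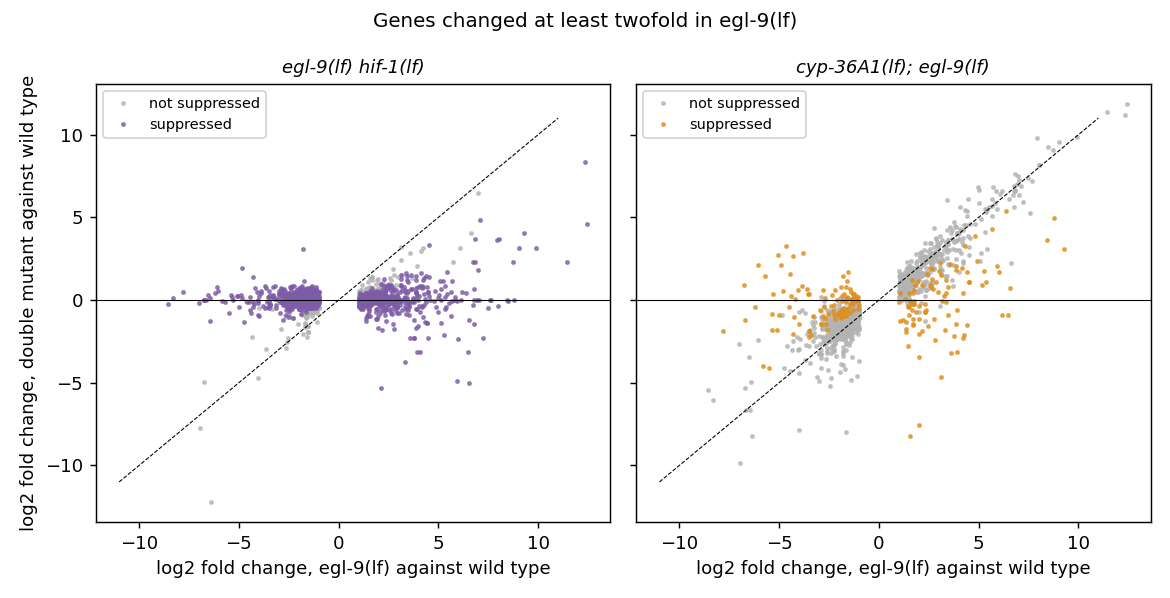
Log2 fold change against the wild type of *egl-9(lf)* (horizontal axis) and of each double mutant (vertical axis, a panel each) for genes at least 2-fold changed in *egl-9(lf)*, coloured where suppression was called and grey where it was not. The dashed line marks no suppression and the horizontal line at 0 the wild-type level, near which most genes lie with *hif-1(lf)*, while the median upregulated gene lost 17.8% of its change with *cyp-36A1(lf)*.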

We further found that 36% of HIF-1-upregulated genes (i.e. genes that are upregulated in *egl-9(lf)* mutants and suppressed by *hif-1(lf)*) and 10% of HIF-1-downregulated genes were also regulated by *cyp-36A1* (Figure 2A and B and Supplementary files 1 and 2). We focused on the HIF-1-upregulated genes, for which CYP-36A1 function appeared to be more broadly required. 

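Suppression by *cyp-36A1(lf)* reached some of the genes with the largest changes in *egl-9(lf)*, in both directions. *F35F10.5*, a gene of unknown function, was at 7.99 ± 2.24 CPM in the wild type, 0.0748 ± 0.106 in *egl-9(lf)* and 14.9 ± 0.360 in *cyp-36A1(lf); egl-9(lf)*, and *amt-1*, an ammonium transporter family gene, was at 3.46 ± 0.0583, 0.172 ± 0.0736 and 22.2 ± 0.224 CPM (n = 2 libraries each). In the other direction, *dod-21* was at 0.333 ± 0.109, 18.2 ± 0.532 and 7.08 ± 0.711 CPM, and the metallothionein gene *mtl-1* at 0.288 ± 0.0445, 25.4 ± 1.19 and 12.5 ± 0.735 CPM. Both stayed above their wild-type level in *cyp-36A1(lf); egl-9(lf)*. The odds of suppression by *cyp-36A1(lf)* were higher for HIF-1-upregulated than for HIF-1-downregulated genes (odds ratio 3.34, 95% interval 2.43 to 4.61, two-sided Fisher's exact test over genes, p = 5.96e-14), although genes are not independent replicates. The HIF-1-upregulated genes had the larger changes in *egl-9(lf)*, with a median log2 size of 2.36 against 1.44. For genes that changed by 1 to 1.5 on the log2 scale, 9 of 96 upregulated genes (9.38%) and 20 of 750 downregulated genes (2.67%) were suppressed, and for 1.5 to 2 the counts were 17 of 75 (22.7%) and 22 of 373 (5.90%). For 2 to 3 they were 23 of 110 (20.9%) and 21 of 144 (14.6%), a difference that did not pass Fisher's exact test (odds ratio 1.55, p = 0.241). Among genes changed by 3 or more, the direction was reversed, with 43 of 159 upregulated genes (27.04%) and 35 of 72 downregulated genes (48.6%) suppressed (odds ratio 0.394, Fisher's exact test, p = 0.00165). The list of 31 major sperm protein genes had a median log2 fold change of 0.36 from *egl-9(lf)* to *cyp-36A1(lf); egl-9(lf)*, where edgeR called none, against 15 at an unadjusted p under 0.05 2 called by DESeq2 and by the likelihood ratio test, and 1 called with the replicate number as a block.

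**Figure D3:**
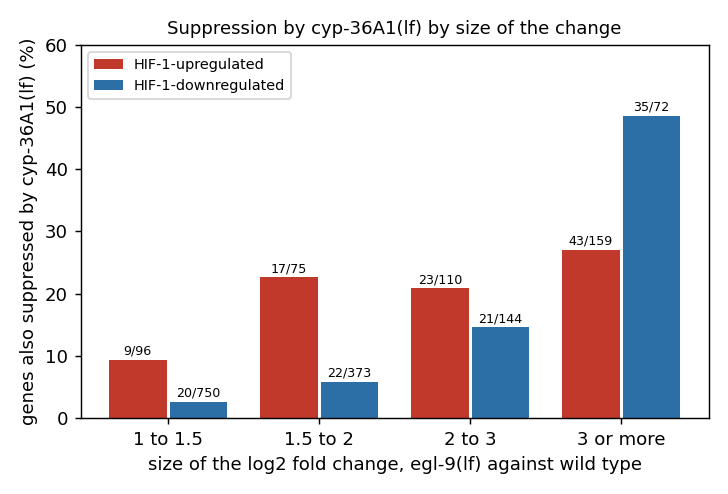
Percentage of HIF-1-upregulated and HIF-1-downregulated genes that were also suppressed by *cyp-36A1(lf)* (vertical axis), by the size of the log2 change in *egl-9(lf)* (horizontal axis), with the number of genes printed on each bar. The upregulated share is the higher one for changes of 1 to 1.5 (9.38 against 2.67%) and the lower one for changes of 3 or more (27.04 against 48.6%).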

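Several genes of innate immunity rose in *egl-9(lf)* and fell when either *hif-1* or *cyp-36A1* was mutated. *F35E12.5*, a CUB-domain gene regulated by the PMK-1 p38 kinase pathway, was at 29.5 ± 1.80 CPM in the wild type, 565 ± 28.1 in *egl-9(lf)*, 23.9 ± 0.460 in *egl-9(lf) hif-1(lf)* and 6.91 ± 0.623 in *cyp-36A1(lf); egl-9(lf)* (n = 2 libraries each). The lysozyme gene *lys-7* was at 23.9 ± 2.14, 244 ± 41.1, 74.8 ± 25.3 and 31.3 ± 4.19 CPM in the same order, and *F08G5.6*, another gene of the PMK-1 pathway, at 66.9 ± 5.92, 442 ± 36.9, 101 ± 30.4 and 106 ± 5.36 CPM. *dod-24* was at 60.4 ± 0.984, 503 ± 27.7, 60.4 ± 12.4 and 281 ± 4.12 CPM. Of 17 genes of the PMK-1 pathway and its reporter targets, 8 rose and 1 fell in *egl-9(lf)* (8 and 1 when adjusted over the list alone), and from *egl-9(lf)* to *cyp-36A1(lf); egl-9(lf)* 6 fell and 1 rose (8 and 2 when adjusted over the list alone). The 6 were *T24B8.5*, *F35E12.5*, *F08G5.6*, *mul-1*, *dod-22* and *irg-6*, the last named after its values were seen. The set passed camera with a preset correlation in *egl-9(lf)* (adjusted p = 1.17e-04) and from *egl-9(lf)* to *cyp-36A1(lf); egl-9(lf)* (adjusted p = 2.60e-08), but not with an estimated correlation (adjusted p = 0.163 and 0.137). Of 34 antimicrobial peptide and lysozyme genes, 8 rose and 6 fell in *egl-9(lf)* (9 and 8 when adjusted over the list alone), and from *egl-9(lf)* to *cyp-36A1(lf); egl-9(lf)* 5 fell and 1 rose (8 and 7 when adjusted over the list alone). Those that fell were *lys-2*, *lys-4*, *lys-7*, *abf-2* and *nlp-29*, and the one that rose was *ilys-5*. Of 9 *dod* genes, which act downstream of the transcription factor DAF-16, 4 fell from *egl-9(lf)* to *cyp-36A1(lf); egl-9(lf)* (1 rose and 4 fell when adjusted over the list alone).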

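Against the background of the 440 HIF-1-upregulated genes, the 92 genes also suppressed by *cyp-36A1(lf)* held 6 of 8 PMK-1 pathway genes (odds ratio 12.0, adjusted p = 0.0212 by one-sided Fisher's exact test over 15 lists), 5 of 7 antimicrobial genes (odds ratio 9.87, adjusted p = 0.0401) and all 3 *dod* genes (adjusted p = 0.0445). *dod-22* counts in both the PMK-1 and the *dod* list, so the results of those lists are not separate. The 92 genes held 8 of 20 C-type lectin genes (adjusted p = 0.140 by Fisher's exact test) and 12 of 37 collagen genes (adjusted p = 0.182), and these lists did not pass the test. Collagens are the structural proteins of the cuticle. Of 100 *col* genes, 40 rose and 18 fell in *egl-9(lf)* (46 and 19 when adjusted over the list alone), and 12 fell and 3 rose from *egl-9(lf)* to *cyp-36A1(lf); egl-9(lf)* (30 and 4 when adjusted over the list alone). *col-117* was at 22.4 ± 1.24, 162 ± 0.894, 33.9 ± 16.9 and 47.8 ± 12.2 CPM in the 4 genotypes, and *col-135* fell below the wild type in *cyp-36A1(lf); egl-9(lf)*. As a set the collagens fell from *egl-9(lf)* to *cyp-36A1(lf); egl-9(lf)* with a preset correlation (adjusted p = 2.87e-08 from camera) but not with an estimated one (adjusted p = 0.834 with an estimated correlation). Of the C-type lectin genes, 26 rose and 28 fell in *egl-9(lf)* (29 and 32 when adjusted over the list alone), and 13 fell and 6 rose from *egl-9(lf)* to *cyp-36A1(lf); egl-9(lf)* (16 and 13 when adjusted over the list alone). *clec-66* had log2 fold changes of 1.72 in *egl-9(lf)* and -2.88 from *egl-9(lf)* to *cyp-36A1(lf); egl-9(lf)*, whereas *clec-60* was at 0.262 ± 0.113, 7.72 ± 0.292, 0.256 ± 0.0917 and 28.6 ± 2.16 CPM. None of the 11 known HIF-1 targets among the 440 genes was among the 92. The lists were written after the paper's supplementary tables had been read and the list of PMK-1 genes holds *T24B8.5*, which the paper chose from these libraries, so their counts are not independent evidence. With all 14311 genes as the background 5 lists passed. With the calls of the paper's tables in place of those made here, the PMK-1 and *dod* lists did not pass Fisher's exact test (adjusted p = 0.159 and 0.2504). The collagens did by that test, with 31 of 38 genes (adjusted p = 2.79e-08).

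**Figure D4:**
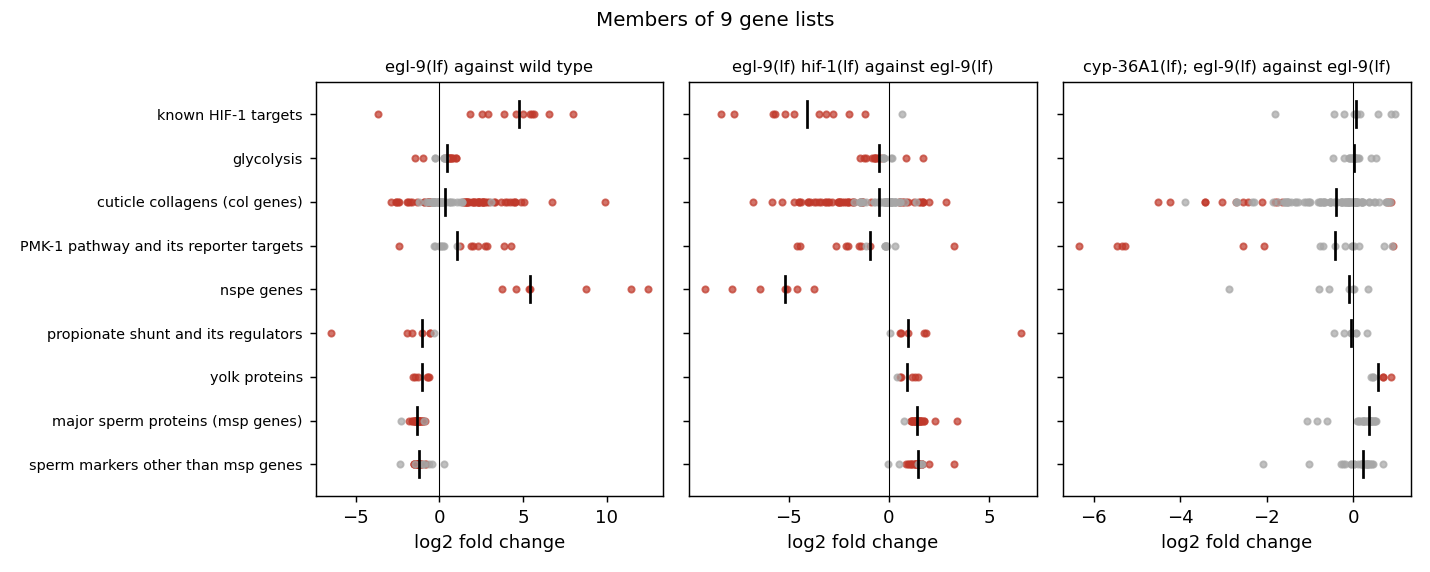
Log2 fold change of each tested gene of 9 gene lists in *egl-9(lf)* against the wild type and in each double mutant against *egl-9(lf)*, with called genes in red, other genes in grey and the list's median as a black bar. The known HIF-1 targets have a median of 4.78 in *egl-9(lf)* and of 0.08 from *egl-9(lf)* to *cyp-36A1(lf); egl-9(lf)*.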

Gene ontology (GO) enrichment analysis of these HIF-1/CYP-36A1-upregulated genes suggested a role for *cyp-36A1* in regulating stress resistance downstream of *egl-9* and *hif-1* (Figure 2—source data 1). The EGL-9/HIF-1 pathway has previously been implicated in responses to numerous stressors in both nematodes and mammals, with crosstalk occurring between HIF and regulators of the immune response, unfolded protein response, and other stress-response pathways (Palazon et al., 2014; Schito and Rey, 2018; Wouters and Koritzinsky, 2008; Nakazawa et al., 2016; Powell-Coffman, 2010). We tested whether CYP-36A1 is involved in the response to three stressors for which HIF-1 is known to mediate resistance in *C. elegans*: infection by the pathogenic bacteria *Pseudomonas aeruginosa* (Darby et al., 1999; Bellier et al., 2009; Shao et al., 2010; Budde and Roth, 2011; Kirienko et al., 2013), tunicamycin-induced ER stress (Leiser et al., 2015), and oxidative stress from tert-butyl hydroperoxide (Bellier et al., 2009). Animals in which HIF-1 is constitutively active because of mutation in *egl-9* or the *C. elegans* VHL homolog *vhl-1* are resistant to these stressors relative to wild-type animals: such mutants survive longer when grown on *Pseudomonas aeruginosa* strain PA14 (Bellier et al., 2009), display reduced tunicamycin-induced growth inhibition (Leiser et al., 2015), and survive exposure to tert-butyl hydroperoxide at a higher rate than the wild type (Bellier et al., 2009). We found that *cyp-36A1(lf); egl-9(lf)* double mutants are more sensitive than *egl-9(lf)* mutants to all three of these stressors (Figure 2C–2E and Figure 2—figure supplement 1), suggesting that CYP-36A1 mediates responses to these stressors downstream of HIF-1. Together the CYP-36A1-dependent changes in gene expression and stress resistance indicate that CYP-36A1 plays a major role in regulating HIF-1-mediated physiology.

**Figure 2.**
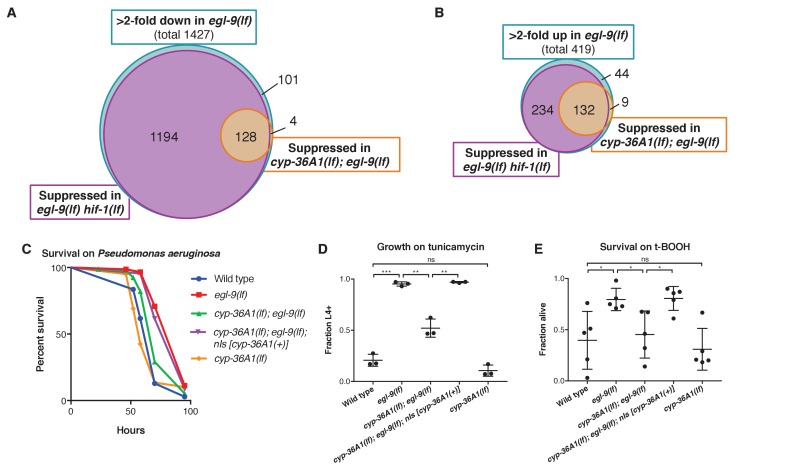
CYP-36A1 acts downstream of HIF-1 to regulate gene expression changes and stress responses. (**A**) Blue circle: Genes that were at least twofold downregulated in *egl-9(lf)* mutants. Purple and orange circles: Subset of *egl-9(lf)*-downregulated genes that were significantly upregulated in *egl-9(lf) hif-1(lf)* double mutants (purple) or *cyp-36A1(lf); egl-9(lf)* double mutants (orange) vs. *egl-9(lf)* single mutants. (**B**) Blue circle: Genes that were at least twofold upregulated in *egl-9(lf)* mutants. Purple and orange circles: Subset of *egl-9(lf)*-upregulated genes that were significantly downregulated in *egl-9(lf) hif-1(lf)* double mutants (purple) or *cyp-36A1(lf); egl-9(lf)* double mutants (orange) vs. *egl-9(lf)* single mutants. Significance for all comparisons in (**A**) and (**B**) was based on two biological replicates and determined by the Benjamini-Hochberg procedure with a false-discovery rate of 0.05. (**C**) Survival of animals grown from the L4 larval stage on the pathogen *Pseudomonas aeruginosa*. Wild type (*n* = 86 animals) vs. *egl-9(lf)* (*n* = 154) p<0.001; *egl-9(lf)* vs. *cyp-36A1(lf); egl-9(lf)* (*n* = 83), p<0.001; *cyp-36A1(lf); egl-9(lf)* vs. *cyp-36A1(lf); egl-9(lf); nIs [cyp-36A1(+)]* (*n* = 97), p<0.001; wild type vs. *cyp-36A1(lf)* (*n* = 61) p<0.05, as determined by the log-rank (Mantel-Cox) test, correcting for multiple comparisons with the Holm-Bonferroni method. See figure supplement for replicate data. (**D**) Survival of animals to the L4 larval stage or later after growth for three days from the L1 larval stage on plates containing 5 μg/ml tunicamycin. Mean ± SD of *n* = 3 biological replicates. **p<0.01, ***p<0.001 considered significant. ns (p>0.05), not significant (Student’s t-test with Holm-Bonferroni correction). (**E**) Survival of animals exposed to 7.5 mM tert-butyl hydroperoxide for 10 hr as young adults. Mean ± SD of *n* = 5 biological replicates. *p<0.05 considered significant. ns (p>0.05), not significant (Student’s t-test with Holm-Bonferroni correction). Alleles used for (**A**) and (**B**) were *egl-9(sa307), hif-1(ia4),* and *cyp-36A1(gk824636).* Alleles used for (**C–E**) were *egl-9(n586)*, *cyp-36A1(n5666)*, and *nIs674* (*nIs [cyp-36A1(+)]*), and all strains used in (**C–E**) contained the *nIs470* (*P_cysl-2_::gfp*) transgene. 10.7554/eLife.36828.007Figure 2—source data 1.RNA-seq GO enrichment analysis.Gene ontology enrichment analysis terms for genes more than twofold upregulated in *egl-9* mutants and significantly suppressed by *hif-1(lf)* and *cyp-36A1(lf)*.

**Figure 2—figure supplement 1.**
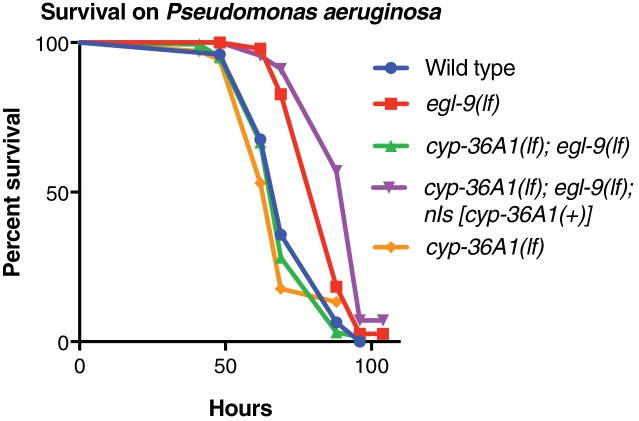
Replicate data for survival on *Pseudomonas aeruginosa*. Replicate data for Figure 2C. Wild type (*n* = 150) vs. *egl-9(lf)* (*n* = 50), p<0.001; *egl-9(lf)* vs. *cyp-36A1(lf); egl-9(lf)* (*n* = 163), p<0.001; *cyp-36A1(lf); egl-9(lf)* vs. *cyp-36A1(lf); egl-9(lf); nIs [cyp-36A1(+)]* (*n* = 51), p<0.001; wild type vs. *cyp-36A1(lf)* (*n* = 35), p>0.05, as determined by the log-rank (Mantel-Cox) test, correcting for multiple comparisons with the Holm-Bonferroni method.

### CYP-36A1 functions cell non-autonomously to regulate gene expression

We next sought to identify the site of action of CYP-36A1. We hypothesized that CYP-36A1 might function cell non-autonomously, as is the case for other cytochrome P450 enzymes that generate signaling molecules (Nebert et al., 2013; Evans and Mangelsdorf, 2014; Gerisch and Antebi, 2004). We observed *cyp-36A1* expression in many tissues, including neurons, intestine, hypoderm, and muscle (Figure 3—figure supplement 2). To test the hypothesis of cell non-autonomous CYP-36A1 function, we focused on a *cyp-36A1*-mediated abnormality of *egl-9(lf)* mutants for which the site of dysfunction is well defined. Specifically, we examined expression of a GFP transcriptional reporter for the gene *T24B8.5* (Shivers et al., 2009), which is expressed in only the intestine and based on our RNA-seq data is upregulated in *egl-9(lf)* mutants in a *cyp-36A1*-dependent manner. 

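*T24B8.5*, a gene of the PMK-1 innate immune pathway that encodes a ShK-domain protein, was at 21.1 ± 0.676 CPM in the wild type, 85.9 ± 13.6 in *egl-9(lf)*, 20.7 ± 10.0 in *egl-9(lf) hif-1(lf)* and 1.96 ± 0.281 in *cyp-36A1(lf); egl-9(lf)* (n = 2 libraries each). Its log2 fold change in *egl-9(lf)* against the wild type was 2.02 (standard error 0.26, adjusted p = 4.88e-04 from edgeR's quasi-likelihood test). It fell by 2.04 on the log2 scale from *egl-9(lf)* to *egl-9(lf) hif-1(lf)* (standard error 0.26, adjusted p = 3.78e-04 from edgeR) and by 5.46 from *egl-9(lf)* to *cyp-36A1(lf); egl-9(lf)* (standard error 0.33, adjusted p = 8.02e-06 from edgeR). The level in *cyp-36A1(lf); egl-9(lf)* lay below the wild type, with a log2 fold change of -3.43 (standard error 0.33, adjusted p = 7.84e-05 from edgeR). That in *egl-9(lf) hif-1(lf)* did not differ from the wild type by the same test. Of 11 intestine markers, 1 rose and 4 fell in *egl-9(lf)* (1 and 4 when adjusted over the list alone). The protease gene *cpr-1* rose from 141 ± 17.2 to 884 ± 30.5 CPM and was at 512 ± 51.2 in *cyp-36A1(lf); egl-9(lf)*, and the proton pump gene *vha-6* fell from 412 ± 26.5 to 247 ± 35.9 CPM and was at 244 ± 18.6. The other 3 that fell were the actin gene *act-5*, the P-glycoprotein gene *pgp-1* and the metallothionein gene *mtl-2*, with a log2 fold change of -1.01. From *egl-9(lf)* to *cyp-36A1(lf); egl-9(lf)* 1 of the 11 fell, *cpr-1*, and none rose (1 and 2 when adjusted over the list alone).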

Interestingly, *T24B8.5* expression is also upregulated in response to infection, ER stress, and oxidative stress (Shivers et al., 2009; Lim et al., 2014; Park et al., 2009). Expression of the reporter recapitulated the *T24B8.5* expression changes observed by RNA-seq: increased expression of GFP was observed in *egl-9(lf)* mutants, which was suppressed by a second mutation in either *hif-1* or *cyp-36A1* (Figure 3A and C and Figure 3—figure supplement 3). To determine the site of action of *cyp-36A1* for regulation of intestinal *T24B8.5* expression, we expressed wild-type *cyp-36A1* cDNA using tissue-specific promoters. We found that the low *P_T24B8.5_::gfp* expression of *cyp-36A1(lf); egl-9(lf)* double mutants was rescued by expressing *cyp-36A1(+)* either cell autonomously in the intestine or cell non-autonomously in neurons, hypoderm or body-wall muscle (Figure 3B and C and Figure 3—figure supplement 3). *cyp-36A1(+)* expression in all four tissues also rescued the suppression of the egg-laying defect of *cyp-36A1(lf); egl-9(lf)* mutants (Figure 3—figure supplement 1). Next we found that expressing a nondegradable constitutively active HIF-1 mutant protein (P621A) (Pocock and Hobert, 2008) in any of the same four tissues also promoted intestinal expression of the GFP reporter and that this HIF-1-mediated increase in expression required *cyp-36A1* (Figure 3D and E and Figure 3—figure supplement 4). Thus, CYP-36A1 can function cell non-autonomously to regulate gene expression downstream of HIF-1, consistent with the hypothesis that CYP-36A1 acts by generating a diffusible signal.

**Figure 3.**
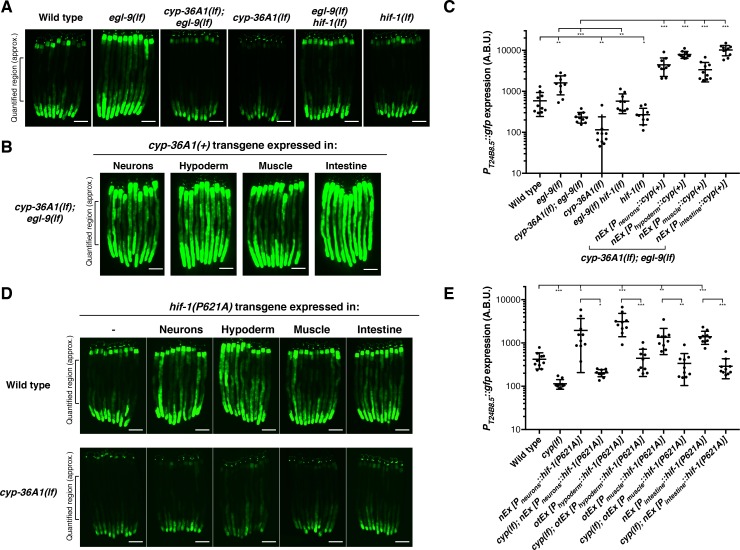
HIF-1 and CYP-36A1 cell non-autonomously regulate expression of a stress-responsive gene. (**A**) *P_T24B8.5_::gfp* expression of the indicated genotypes (*n* = 10 animals per image). Scale bars, 100 μm. (**B**) Expression of *cyp-36A1(+)* specifically in neurons, hypoderm, muscle, or intestine of *cyp-36A1(lf); egl-9(lf)* animals increased expression of *P_T24B8.5_::gfp* in intestine (*n* = 10 animals per image). Scale bars, 100 μm. (**C**) Quantification of fluorescence intensity for (**A**) and (**B**), measured as average intensity for a 300 μm section of the intestine in the midbody of each animal, as indicated. *p<0.05, **p<0.01, ***p<0.001 considered significant (Student’s t-test with Holm-Bonferroni correction). Mean ± SD of *n* = 10 animals. See figure supplement for replicate data. (**D**) Expression of *hif-1(P621A)*, which encodes a stable variant of HIF-1 (Pocock and Hobert, 2008), specifically in neurons, hypoderm, muscle, or intestine increased expression of *P_T24B8.5_::gfp* in intestine; increased expression was suppressed by *cyp-36A1(lf)* (*n* = 10 animals per image). Scale bars, 100 μm. (**E**) Quantification of fluorescence intensity for (**D**), measured as average intensity for a 300 μm section of the intestine in the midbody of each animal, as indicated. *p<0.05, ***p<0.01, ***p<0.001 considered significant (Student’s t-test with Holm-Bonferroni correction). Mean ± SD of *n* = 10 animals. See figure supplement for replicate data. Alleles used were *egl-9(sa307), hif-1(ia4), cyp-36A1(gk824636), nEx2699[P_neurons_::hif-1(P621A)], otEx3156 [P_hypoderm_::hif-1(P621A)]*, *otEx3165 [P_muscle_::hif-1(P621A)]*, *nEx2860 [P_intestine_:: hif-1(P621A)], nEx2853 [P_neurons_::cyp(+)], nEx2856 [P_hypoderm_::cyp(+)], nEx2859 [P_muscle_::cyp(+)],* and *nEx2849 [P_intestine_::cyp(+)].* All strains contained the *agIs219* (*P_T24B8.5_::gfp*) transgene.

**Figure 3—figure supplement 1.**
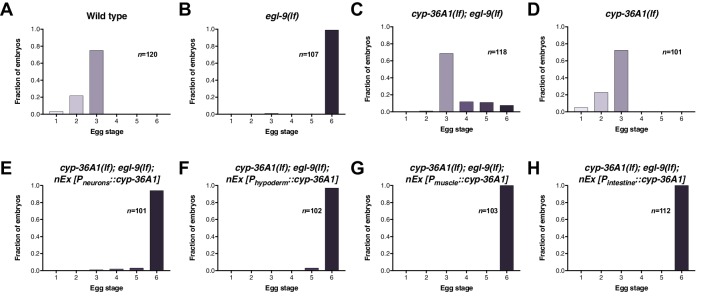
*cyp-36A1* expression in multiple tissues rescues the egg-laying phenotype of *cyp-36A1(lf); egl-9(lf)*. (**A–H**) Distribution of stages of eggs laid by adult hermaphrodites of the indicated genotypes. All strains contained the *agIs219* (*P_T24B8.5_::gfp*) transgene. (**A**) Stages of eggs laid by wild-type animals. (**B**) *egl-9(sa307)* animals laid later stage eggs than wild type (p<0.001, Chi-square test with Holm-Bonferroni correction). (**C**) *cyp-36A1(gk824636)* suppressed the egg-laying defect of *egl-9(sa307)* mutants (p<0.001). (**D**) Stages of eggs laid by *cyp-36A1(gk824636)* single mutants were not significantly different from those laid by wild-type animals (p>0.05). (**E–H**) Expression of *cyp-36A1(+)* specifically in neurons, hypoderm, muscle, or intestine of *cyp-36A1(gk824636); egl-9(sa307)* animals all rescued the suppression by *cyp-36A1(lf)* of the egg-laying defect of *egl-9(lf)* (p<0.001).

**Figure 3—figure supplement 2.**
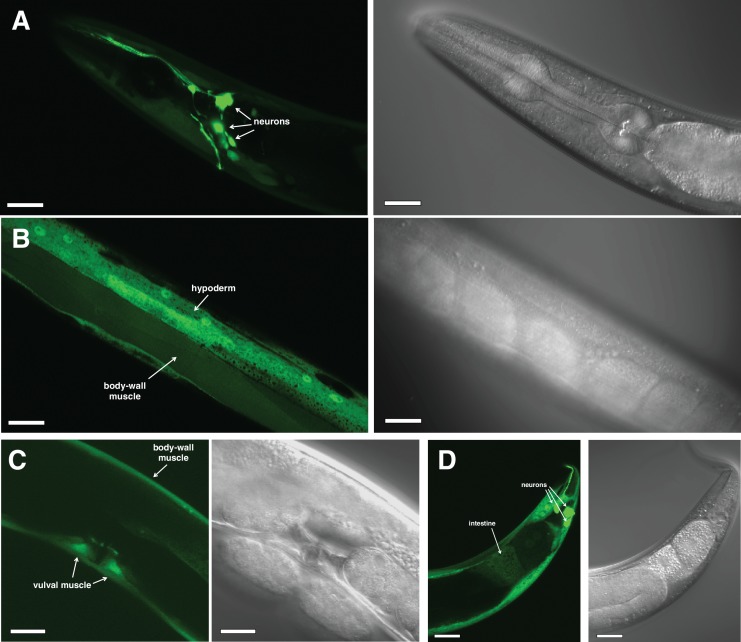
*cyp-36A1* is expressed in many tissues. (**A–D**) Paired fluorescent (left in each panel) and Nomarski (right in each panel) micrographs showing expression of a transcriptional *P_cyp-36A1_::gfp* reporter (*nIs682*) in an adult worm. Expression was observed in the head (**A**), midbody (**B and C**), and tail (**D**), including in neurons, body-wall muscle, vulval muscle, intestine, and hypoderm, as indicated. Scale bars, 20 μm.

**Figure 3—figure supplement 3.**
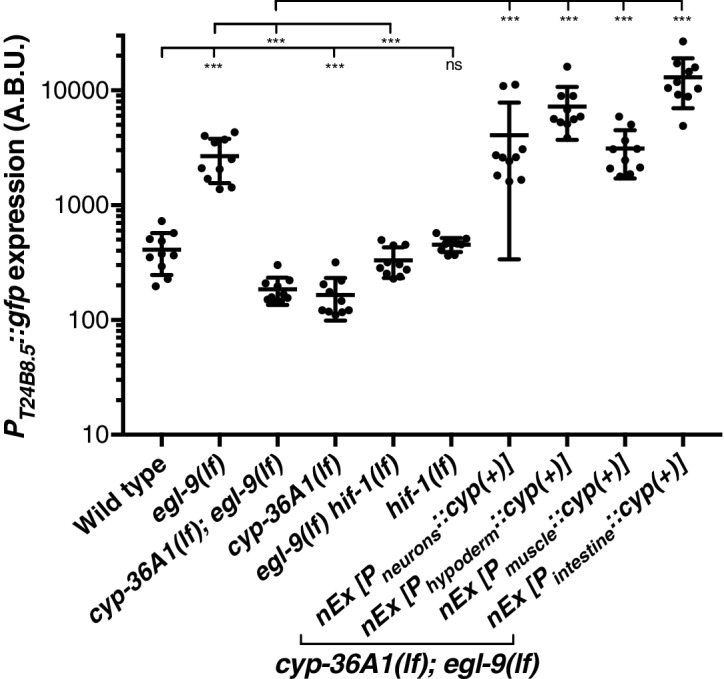
Replicate data for *P_T24B8.5_::gfp* reporter expression. Replicate data for Figure 3C. Quantification of *n* = 10 animals. ***p<0.001 considered significant. ns (p>0.05), not significant (Student’s t-test with Holm-Bonferroni correction).

**Figure 3—figure supplement 4.**
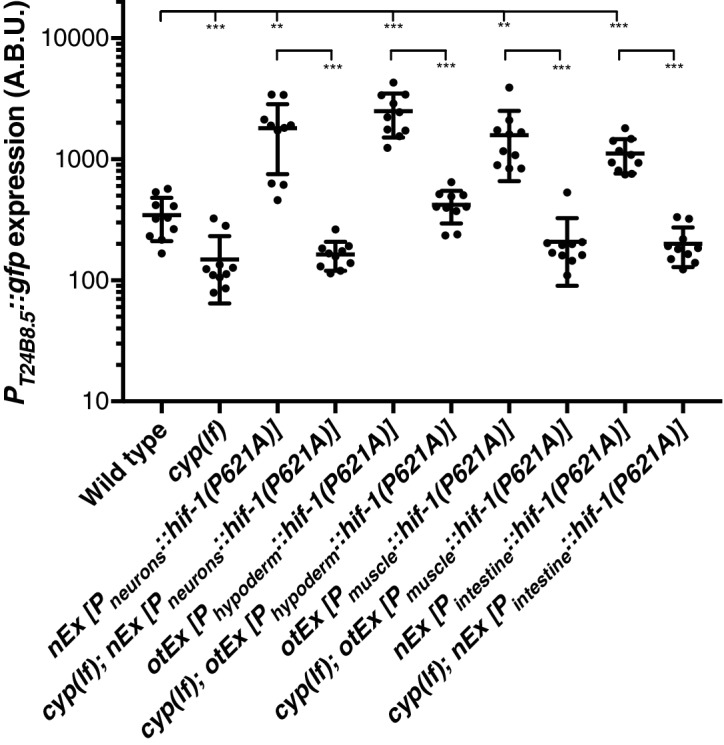
Replicate data for *P_T24B8.5_::gfp* reporter expression. Replicate data for Figure 3E. Quantification of *n* = 10 animals. **p<0.01, ***p<0.001 considered significant (Student’s t-test with Holm-Bonferroni correction).

### A screen for suppressors of *cyp-36A1(lf)* identifies the nuclear receptor gene *nhr-46*

We performed a mutagenesis screen to identify CYP-36A1 effectors that regulate egg-laying behavior, stress responses, and gene expression. We screened for mutations that suppressed both the low *P_T24B8.5_::gfp* expression and normal egg laying of *cyp-36A1(lf); egl-9(lf)* double mutants, looking for triple mutants that, like *egl-9(lf)* single mutants, had high GFP expression and were egg-laying defective. By screening for suppressors of the two abnormalities simultaneously, we were able to focus on effectors of CYP-36A1 rather than finding genes that affect only egg laying or only expression of *T24B8.5* independently of the EGL-9/HIF-1/CYP-36A1 pathway. From this screen we identified one nonsense and one missense allele of the nuclear receptor gene *nhr-46* (Figure 4A–4D and Figure 4—figure supplement 1), both of which caused an egg-laying defect and high expression of the *P_T24B8.5_::gfp* reporter. We tested whether *nhr-46* also functions in regulating stress responses downstream of *cyp-36A1* and found that *cyp-36A1(lf); nhr-46(lf); egl-9(lf)* triple mutants were more resistant to *Pseudomonas* infection, ER stress, and oxidative stress than *cyp-36A1(lf); egl-9(lf)* double mutants (Figure 4E–4G and Figure 4—figure supplement 2). Thus, NHR-46 is a downstream effector of CYP-36A1 in regulation of stress resistance as well as of behavior and gene expression. Interestingly, *nhr-46(lf)* single mutants displayed wild-type egg laying (Figure 4D), tunicamycin resistance (Figure 4F), and oxidative stress resistance (Figure 4G), and nearly wild-type survival on *Pseudomonas* (Figure 4E and Figure 4—figure supplement 2), indicating that in addition to *nhr-46* at least one other pathway is required to transduce *egl-9*-mediated modulation of egg laying and stress resistance. For example, in *egl-9(lf)* mutants or hypoxia, HIF-1 might drive expression of two (or more) targets that act together to inhibit egg laying and promote stress resistance. Thus, *cyp-36A1* activation and consequent *nhr-46* inhibition would promote egg-laying inhibition and stress resistance in *egl-9(lf)* mutant animals – in which this second pathway was also activated – but not in *nhr-46(lf)* single mutants – in which this second pathway was not activated. *nhr-46(lf)* single mutants had increased expression of the *P_T24B8.5_::gfp* reporter (Figure 4B and C and Figure 4—figure supplement 1), suggesting that at least some gene expression changes can be mediated by *nhr-46* alone.

**Figure 4.**
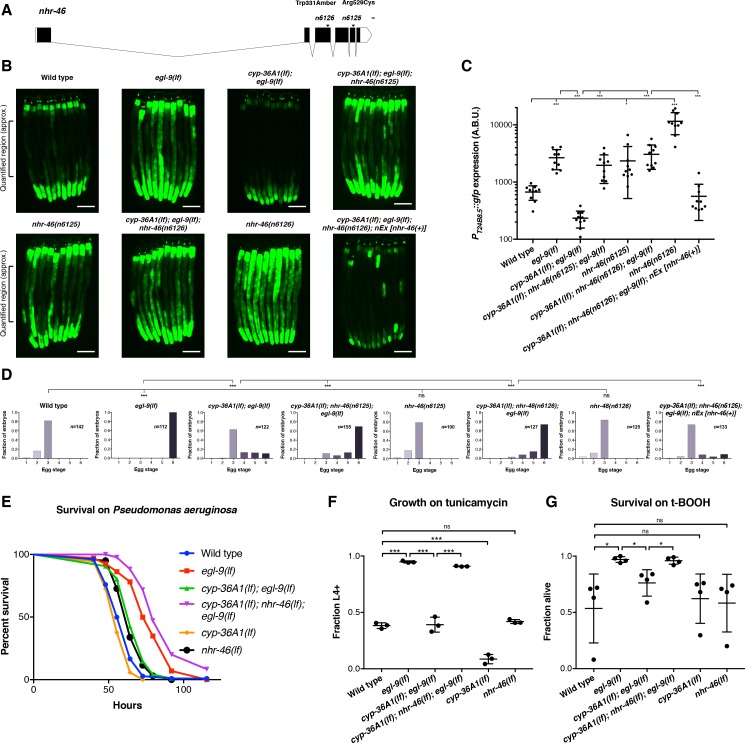
The nuclear hormone receptor NHR-46 acts downstream of CYP-36A1. (**A**) *nhr-46* gene diagram; isoform *C45E5.6b* is shown. *n6125* and *n6126* are in the NHR-46 ligand-binding domain. Scale bar, 100 bases. (**B**) *P_T24B8.5_::gfp* fluorescence of the indicated genotypes (*n* = 10 animals per image). Scale bars, 100 μm. (**C**) Quantification of fluorescence intensity for (**B**), measured as average intensity for a 300 μm section of the intestine in the midbody of each animal, as indicated. *p<0.05, ***p<0.001 considered significant (Student’s t-test with Holm-Bonferroni correction). Mean ±SD of *n* = 10 animals. See figure supplement for replicate data. (**D**) Distribution of stages of eggs newly laid by adult hermaphrodites of the indicated genotypes. ***p<0.001 considered significant. ns (p>0.05), not significant (Chi-square test with Holm-Bonferroni correction). (**E**) Survival of animals grown from the L4 larval stage on the pathogen *Pseudomonas aeruginosa*. Wild type (*n* = 129) vs. *egl-9(lf)* (*n* = 67) p<0.001; *egl-9(lf)* vs. *cyp-36A1(lf); egl-9(lf)* (*n* = 129), p<0.001; *cyp-36A1(lf); egl-9(lf)* vs. *cyp-36A1(lf); nhr-46(lf); egl-9(lf)* (n = 94), p<0.001; wild type vs. *cyp-36A1(lf)* (*n* = 106), p<0.05; wild type vs. *nhr-46(lf)* (*n* = 121), p<0.001, as determined by the log-rank (Mantel-Cox) test, correcting for multiple comparisons with the Holm-Bonferroni method. *egl-9(lf)* allele was *egl-9(n586).* See figure supplement for replicate data. (**F**) Survival of animals to the L4 larval stage or later after growth for three days from the L1 larval stage on plates containing 5 μg/ml tunicamycin. Mean ± SD of *n* = 3 biological replicates. ***p<0.001 considered significant. ns (p>0.05), not significant (Student’s t-test with Holm-Bonferroni correction). (**G**) Survival of animals exposed to 7.5 mM tert-butyl hydroperoxide for 10 hr as young adults. Mean ± SD of *n* = 4 biological replicates. *p<0.05 considered significant. ns, not significant (Student’s t-test with Holm-Bonferroni correction). Alleles used for (**B–G**) were *egl-9(sa307), cyp-36A1(gk824636)*, *nhr-46(n6126)*, and *nEx2586* (*nEx [nhr-46(+)]*) except where otherwise noted. All strains in (**B**), (**C**), (**D**), (**F**), and (**G**) contained the *agIs219* (*P_T24B8.5_::gfp*) transgene.

**Figure 4—figure supplement 1.**
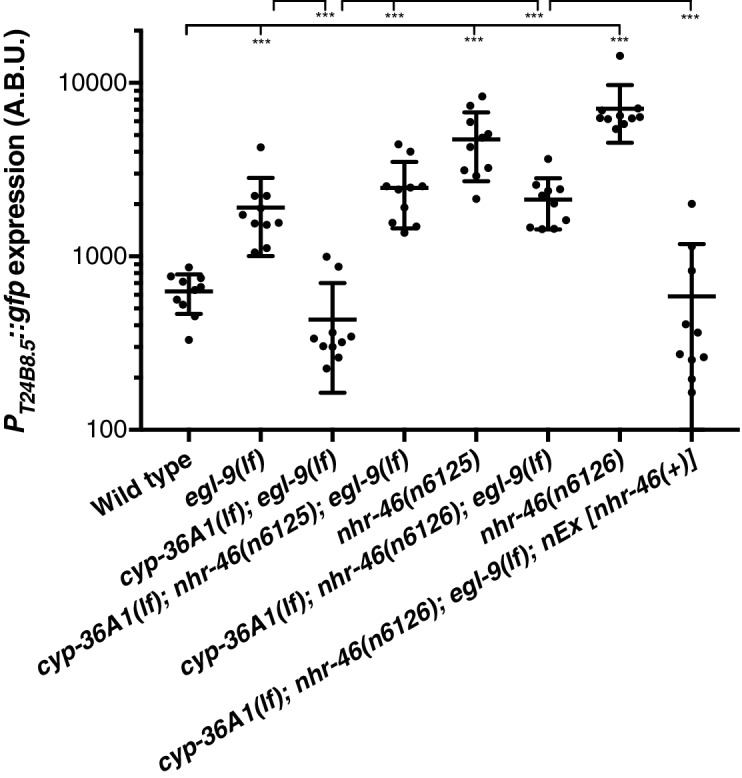
Replicate data for *P_T24B8.5_::gfp* reporter expression. Replicate data for Figure 4C. Quantification of *n* = 10 animals. ***p<0.001 considered significant (Student’s t-test with Holm-Bonferroni correction).

**Figure 4—figure supplement 2.**
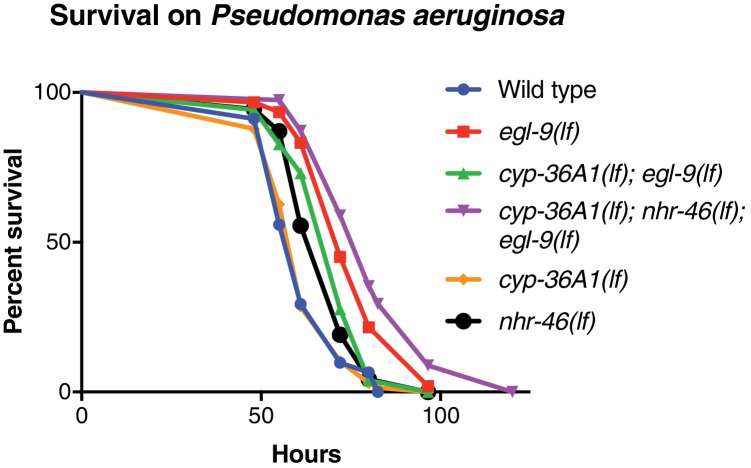
Replicate data for survival on *Pseudomonas aeruginosa*. Replicate data for Figure 4E. Wild type (*n* = 34) vs. *egl-9(n586)* (*n* = 61), p<0.001; *egl-9(lf)* vs. *cyp-36A1(lf); egl-9(lf)* (*n* = 52), p<0.05; *cyp-36A1(lf); egl-9(lf)* vs. *cyp-36A1(lf); nhr-46(lf); egl-9(lf)* (*n* = 39), p<0.001; wild type vs. *cyp-36A1(lf)* (*n* = 91), p>0.05; wild type vs. *nhr-46(lf)* (*n* = 54), p<0.05, as determined by the log-rank (Mantel-Cox) test, correcting for multiple comparisons with the Holm-Bonferroni method.

### *nhr-46* functions tissue-specifically to regulate gene expression and behavior

*nhr-46* is expressed in many tissues, including neurons, hypoderm, muscle, intestine, and the spermatheca (Feng et al., 2012). Tissue-specific expression of *nhr-46* in the intestine, but not in neurons or muscle, rescued the high GFP expression caused by *nhr-46(lf)*, indicating that *nhr-46* acts cell autonomously in the intestine to control intestinal expression of *T24B8.5* (Figure 5A and B and Figure 5—figure supplement 1). *nhr-46* expression in neurons fully rescued the egg-laying defect of *cyp-36A1(lf); nhr-46(lf); egl-9(lf)* triple mutants (Figure 5C), demonstrating that *nhr-46* function in neurons is sufficient to regulate egg-laying behavior. *nhr-46* expression in intestine, but not muscle, also partially rescued the egg-laying defect of *cyp-36A1(lf); nhr-46(lf); egl-9(lf)* triple mutants (Figure 5C). In combination with the tissue-specific CYP-36A1 and HIF-1 experiments described above, these results suggest that a CYP-36A1-regulated cell non-autonomous signal from any tissue can act on NHR-46 in the intestine to drive intestinal *T24B8.5* expression and in either the nervous system or the intestine to regulate egg-laying behavior. That *nhr-46* can act in either of two different tissues to regulate egg laying suggests that a second intercellular signal, for example a peptide or other hormone, might regulate egg laying downstream of NHR-46.

**Figure 5.**
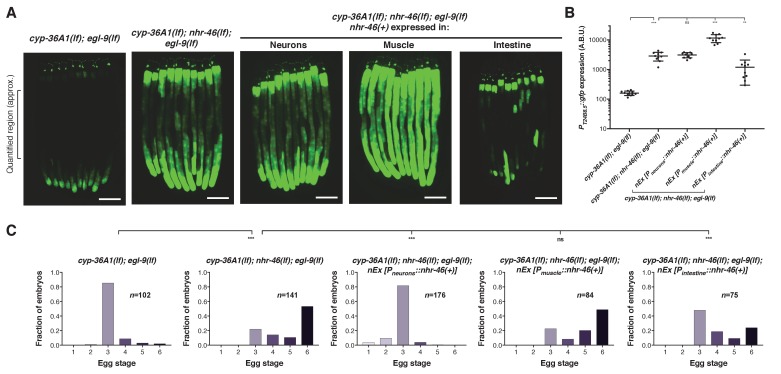
NHR-46 acts in different tissues to regulate *T24B8.5* expression and egg laying. (**A**) Expression of *nhr-46(+)* in the intestine but not in neurons or muscle rescued the high *P_T24B8.5_::gfp* expression in the intestine of *cyp-36A1(lf); nhr-46(lf); egl-9(lf)* mutants (*n* = 10 animals per image). Scale bars, 100 μm. (**B**) Quantification of fluorescence intensity for (**A**), measured as average intensity for a 300 μm section of the intestine in the midbody of each animal, as indicated. **p<0.01, ***p<0.001 considered significant. ns (p>0.05), not significant (Student’s t-test with Holm-Bonferroni correction). Mean ±SD of *n* = 10 animals. See figure supplement for replicate data. (**C**) Distribution of stages of eggs laid by adult hermaphrodites. Expression of *nhr-46(+)* in the intestine partially rescued the egg-laying defect of *cyp-36A1(lf); nhr-46(lf); egl-9(lf)* mutants. Neuronal *nhr-46(+)* expression fully rescued the egg-laying defect. Expression of *nhr-46(+)* in muscle did not rescue the egg-laying defect of *cyp-36A1(lf); nhr-46(lf); egl-9(lf)* mutants. ***p<0.001 considered significant. ns (p>0.05), not significant (Chi-square test with Holm-Bonferroni correction). Alleles used were *egl-9(sa307), cyp-36A1(gk824636)*, *nhr-46(n6126)*, *nEx2713 [P_neurons_::nhr-46(+)]*, *nEx2715 [P_muscle_::nhr-46(+)]*, and *nEx2864 [P_intestine_::nhr-46(+)].* All strains contained the *agIs219* (*P_T24B8.5_::gfp*) transgene.

**Figure 5—figure supplement 1.**
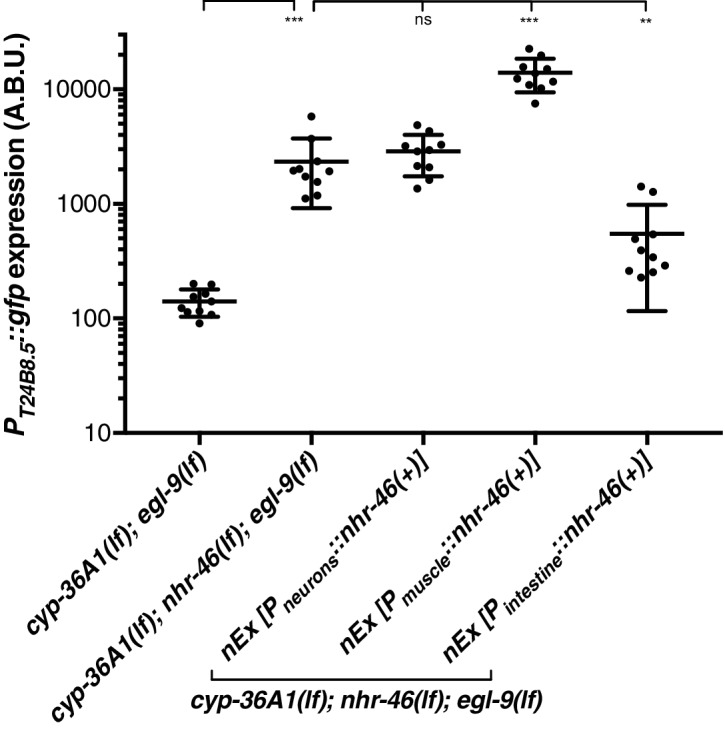
Replicate data for *P_T24B8.5_::gfp* reporter expression. Replicate data for Figure 5B. Quantification of *n* = 10 animals. **p<0.01, ***p<0.001 considered significant. ns (p>0.05), not significant (Student’s t-test with Holm-Bonferroni correction).

## Discussion

These studies define a novel molecular genetic pathway that mediates cell non-autonomous regulation of gene expression by the HIF-1 transcription factor. Our genetic analysis indicates that *hif-1* activates the cytochrome P450 *cyp-36A1*, which in turn inhibits the nuclear receptor *nhr-46* (Figure 6A). We speculate that the molecular function of CYP-36A1 is to generate an unidentified hormone that binds and regulates NHR-46, similar to other cytochrome P450 enzymes that function upstream of nuclear receptors (Evans and Mangelsdorf, 2014) and consistent with our observed cell non-autonomous function of CYP-36A1. We propose the following model (Figure 6B): In wild-type animals, EGL-9 inhibits HIF-1 activity, such that the HIF-1 target *cyp-36A1* is not transcribed. The unliganded NHR-46 represses expression of genes that promote stress resistance and inhibit egg laying. In *egl-9(lf)* mutants, as in hypoxia-exposed worms, HIF-1 is stabilized and drives increased *cyp-36A1* expression. A CYP-36A1-generated hormone then binds NHR-46 and antagonizes the repressive function of NHR-46, accounting for the observed negative regulatory relationship between *cyp-36A1* and *nhr-46*. Ligand-bound NHR-46 is likely activated to promote the expression of target genes, by analogy to a well-established mechanism of nuclear receptor regulation in which ligand binding mediates a switch from repressive to activating nuclear receptor function (Evans and Mangelsdorf, 2014). Alternatively, CYP-36A1 might degrade a ligand that activates NHR-46.

**Figure 6.**
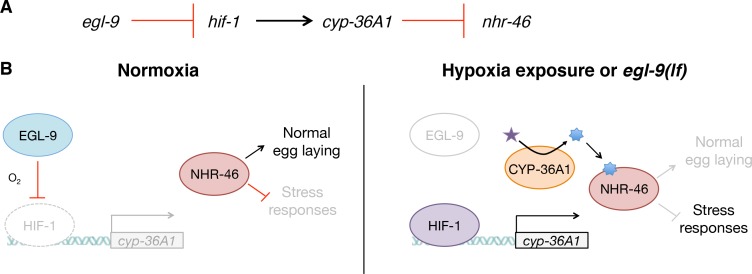
Model for the regulation of physiology and behavior by NHR-46 and CYP-36A1. (**A**) The genetic pathway in which *egl-9* inhibits *hif-1*, which activates *cyp-36A1*, which in turn inhibits *nhr-46*. (**B**) Model for how CYP-36A1 and NHR-46 function downstream of HIF-1. We suggest that CYP-36A1, which is transcriptionally upregulated by HIF-1, generates a hormone that binds NHR-46, thereby promoting transcriptional and physiological changes. See text for details.

### Cell non-autonomous regulation of stress resistance by HIF involves multiple pathways

Numerous studies have reported that HIF-1 promotes longevity and stress resistance of *C. elegans* (Darby et al., 1999; Treinin et al., 2003; Bellier et al., 2009; Mehta et al., 2009; Zhang et al., 2009; Chen et al., 2009; Lee et al., 2010; Shao et al., 2010; Budde and Roth, 2011; Kirienko et al., 2013; Fawcett et al., 2015). Nonetheless, despite substantial interest in the role of this pathway in stress biology, few relevant HIF effectors have been identified. Interestingly, a recent study reported that HIF-dependent serotonin signaling from the nervous system cell non-autonomously drives expression of the xenobiotic detoxification enzyme flavin-containing monooxygenase-2 (FMO-2) in the intestine, resulting in increased stress resistance and consequent extension of lifespan (Leiser et al., 2015). Here we report that a different signal, likely a lipophilic hormone, acts cell non-autonomously downstream of HIF to regulate gene expression and stress resistance. 

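*fmo-2*, which encodes a flavin-containing monooxygenase, was nearly silent in the wild type, at 0.111 ± 0.0363 CPM, and was at 4.05 ± 0.130 CPM in *egl-9(lf)* mutants (n = 2 libraries each). Its log2 fold change was 5.01 (standard error 0.41, adjusted p = 1.62e-05 from edgeR's quasi-likelihood test). In *egl-9(lf) hif-1(lf)* double mutants it was at 0.144 ± 0.0234 CPM, a fall of 4.74 on the log2 scale from *egl-9(lf)*, written as a log2 fold change of -4.74 (standard error 0.39, adjusted p = 1.83e-05 from edgeR). Of 5 *fmo* genes, 2 rose and 1 fell in *egl-9(lf)* (3 and 1 when adjusted over the list alone), and 2 fell with *hif-1(lf)* (3 fell and 1 rose when adjusted over the list alone). The other one to rise was *fmo-4*, from 22.8 ± 0.461 to 58.9 ± 11.7 CPM, which was at 21.1 ± 1.97 CPM in *egl-9(lf) hif-1(lf)*. *fmo-5* fell from 15.2 ± 2.17 to 7.63 ± 0.843 CPM and was at 10.9 ± 0.382 CPM in *egl-9(lf) hif-1(lf)* (log2 fold change against *egl-9(lf)* 0.52, standard error 0.21, adjusted p = 0.120 from edgeR).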

Consistent with the findings of Leiser et al. (2015), our RNA-seq data showed that in *egl-9(lf)* mutants there is a strong induction of *fmo-2* expression and that this induction is suppressed by *hif-1* mutation (Supplementary file 2), that is HIF-1 upregulates *fmo-2* expression. Notably, this HIF-dependent expression of *fmo-2* does not require *cyp-36A1*: the high *fmo-2* expression of *egl-9(lf)* mutants is not suppressed by *cyp-36A1(lf).* We therefore suggest that serotonin-mediated *fmo-2* expression and *cyp-36A1/nhr-46*-mediated gene expression are parallel pathways downstream of HIF that regulate stress resistance.

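In *cyp-36A1(lf); egl-9(lf)* double mutants *fmo-2* was at 7.45 ± 0.0787 CPM (n = 2 libraries), above its level in *egl-9(lf)*. The log2 fold change against *egl-9(lf)* was 0.88 and did not pass the test (standard error 0.24, adjusted p = 0.119 from edgeR's quasi-likelihood test), while that against the wild type was 5.89 (standard error 0.39, adjusted p = 3.44e-06 from edgeR). By edgeR's likelihood ratio test *fmo-2* was higher in *cyp-36A1(lf); egl-9(lf)* than in *egl-9(lf)* (adjusted p = 0.0465), and over the other alternatives tried its adjusted p ran up to 0.682. Other genes that HIF-1 activates also kept high levels. *cysl-2* was at 947 ± 116 CPM in *cyp-36A1(lf); egl-9(lf)*, *nhr-57* at 145 ± 2.43, *rhy-1* at 378 ± 35.5 and the glutathione S-transferase gene *gst-19* at 257 ± 7.00. *sqrd-1*, a sulfide quinone oxidoreductase gene, was at 3.69 ± 0.827 CPM in the wild type, 331 ± 40.1 in *egl-9(lf)* and 243 ± 13.7 in *cyp-36A1(lf); egl-9(lf)* (log2 fold change against *egl-9(lf)* -0.45, standard error 0.15, adjusted p = 0.252 from edgeR), and *phy-2*, a collagen prolyl hydroxylase gene, was at 13.1 ± 1.08, 95.8 ± 30.9 and 82.4 ± 16.9 CPM. None of the 12 known HIF-1 targets was called in *cyp-36A1(lf); egl-9(lf)* against *egl-9(lf)* by edgeR's quasi-likelihood test, against 2 higher and 2 lower at an unadjusted p under 0.05 and 2 higher and 2 lower when adjusted over the list alone. The likelihood ratio test called 2 higher and 1 lower, and DESeq2 called 1 higher. With the replicate number as a block, 1 was called higher and 1, *cyp-36A1*, lower.

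**Figure D5:**
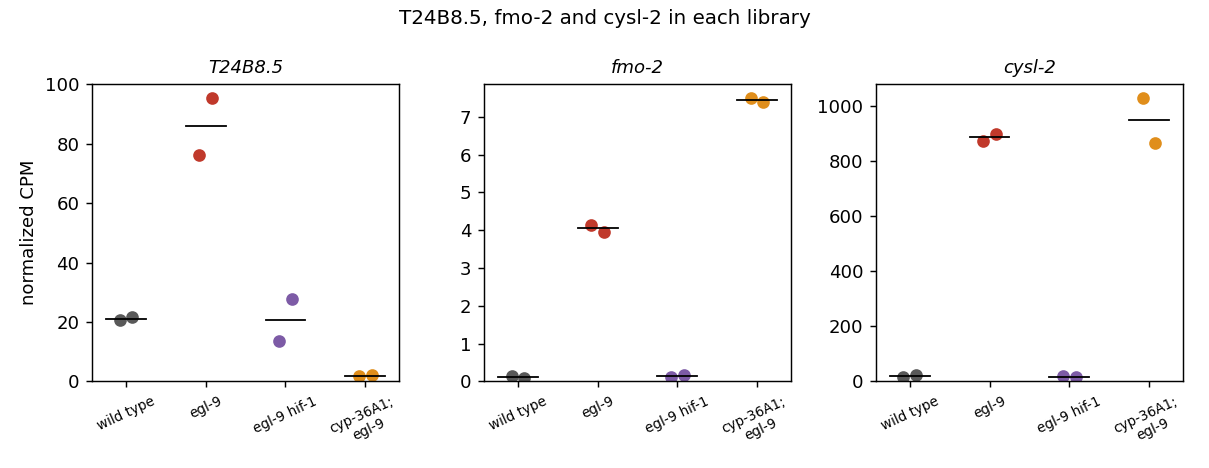
Level of *T24B8.5*, *fmo-2* and *cysl-2* in CPM for each library of the 4 genotypes, with points for the libraries and bars for their mean. *T24B8.5* lies at a mean of 1.96 CPM in *cyp-36A1(lf); egl-9(lf)*, whereas *fmo-2* and *cysl-2* lie at 7.45 and 947 CPM.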

### Human cytochrome P450 enzymes might act as mediators of HIF-dependent gene expression

We speculate that some human CYPs might serve as mediators of HIF-dependent gene expression changes through a mechanism analogous to that we describe above for CYP-36A1. In support of this hypothesis, previous studies have identified several human cytochrome P450 enzymes that are putative direct HIF targets based on whole-genome ChIP-chip and ChIP-seq analysis (Mole et al., 2009; Schödel et al., 2011). We note that the humoral nature of a CYP-generated molecule would make it a candidate mediator of non-autonomous regulation of hypoxia response by the EGLN/HIF pathway, such as is observed in remote ischemic preconditioning (Cai et al., 2013; Olenchock et al., 2016).

### Cytochrome P450 enzymes might be major players in the hypoxia-response pathway

We previously identified another cytochrome P450 gene, *cyp-13A12*, as acting downstream of *egl-9* in a locomotory behavior (Ma et al., 2013). In contrast to CYP-36A1, which is upregulated by HIF-1, CYP-13A12 is downregulated by HIF-1 upon hypoxia exposure or in *egl-9(lf)* mutants. The downstream effectors of CYP-36A1 and CYP-13A12 are also distinct, as we show here that CYP-36A1 regulates a nuclear receptor that controls transcription, whereas CYP-13A12 generates eicosanoids that act on a seconds-to-minutes timescale unlikely to require gene expression changes. Thus, different cytochrome P450 enzymes can act broadly, through multiple mechanisms, downstream of the EGL-9/HIF-1 hypoxia-response pathway in *C. elegans.* We propose that cytochrome P450 enzymes might similarly be important HIF effectors in mammals. Polymorphisms in numerous human cytochrome P450 genes have been associated with cardiovascular disease (Elbekai and El-Kadi, 2006; Rowland and Mangoni, 2014), for which HIF plays a protective role (Semenza, 2012), and with cancers (Agundez, 2004), for which HIF contributes to pathogenesis (Semenza, 2012). Furthermore, a study of genetic adaptations in humans to the environmentally hypoxic Tibetan plateau identified well-established members of the HIF pathway and, intriguingly, also noted positive selection at two cytochrome P450 loci (Simonson et al., 2010). Together these observations suggest that the cytochrome P450 family of enzymes is important in a wide range of hypoxia-associated contexts in humans. We suggest the presence of a mechanistic link between the canonical HIF pathway and the function of cytochrome P450 enzymes in humans and posit that an understanding of how these highly druggable enzymes (Schuster and Bernhardt, 2007) control processes downstream of HIF might reveal new therapeutic avenues for treating a broad array of disorders.

Cytochrome P450 enzymes require oxygen as a substrate and thus might be regulated by oxygen availability. A long-standing issue in the understanding of HIF function is ‘range finding,’ that is how activity of the EGLN/HIF pathway is modulated such that it responds to different oxygen set points depending on context to drive a diversity of biological outputs (Ratcliffe, 2013). We hypothesize that the oxygen sensitivity of HIF-regulated cytochrome P450 enzymes might enable them to function in such a range finding mechanism to narrow the range of oxygen concentrations at which a subset of HIF-regulated physiological changes are activated.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Caenorhabditis elegans*)	AU78	Dennis Kim		*agIs9 III*
Strain, strain background (*C. elegans*)	CB6088	Jonathan Hodgkin		*egl-9(sa307) V hif-1(ia4) V*
Strain, strain background (*C. elegans*)	JT307	Creg Darby		*egl-9(sa307) V*
Strain, strain background (*C. elegans*)	MT20483	Dengke Ma/Bob Horvitz		*nIs470 IV*
Strain, strain background (*C. elegans*)	MT22836	this paper		*cyp-36A1(gk824636) I ; egl-9(sa307) V*
Strain, strain background (*C. elegans*)	MT23218	this paper		*nIs682 X*
Strain, strain background (*C. elegans*)	MT24164	this paper		*cyp-36A1(gk824636) I ; agIs9 III*
Strain, strain background (*C. elegans*)	MT24165	this paper		*cyp-36A1(gk824636) I ; agIs9 III ;* *egl-9(sa307) V*
Strain, strain background (*C. elegans*)	MT24166	this paper		*agIs9 III ; egl-9(sa307) V hif-1(ia4) V*
Strain, strain background (*C. elegans*)	MT24167	this paper		*agIs9 III ; egl-9(sa307) V*
Strain, strain background (*C. elegans*)	MT24177	this paper		*agIs9 III ; hif-1(ia4) V*
Strain, strain background (*C. elegans*)	MT24179	this paper		*cyp-36A1(n5666) I ; (nIs470) IV*
Strain, strain background (*C. elegans*)	MT24520	this paper		*cyp-36A1(n5666) I ; (nIs470) IV ;* *egl-9(n586ts) V ; nIs674*
Strain, strain background (*C. elegans*)	MT24622	this paper		*cyp-36A1(n5666) I ; (nIs470) IV ;* *egl-9(n586ts) V*
Strain, strain background (*C. elegans*)	MT24684	this paper		*cyp-36A1(gk824636) I ; agIs9 III ;* *nhr-46(n6126) IV ; egl-9(sa307) V ;* *nEx2586*
Strain, strain background (*C. elegans*)	MT24690	this paper		*agIs9 III ; otEx3165*
Strain, strain background (*C. elegans*)	MT24692	this paper		*agIs9 III ; otEx3156*
Strain, strain background (*C. elegans*)	MT24911	this paper		*cyp-36A1(gk824636) I ; agIs9 III ;* *nhr-46(n6126) IV ; egl-9(sa307) V*
Strain, strain background (*C. elegans*)	MT25047	this paper		*agIs9 III ; nEx2699*
Strain, strain background (*C. elegans*)	MT25048	this paper		*cyp-36A1(gk824636) I ; agIs9 III ;* *nEx2699*
Strain, strain background (*C. elegans*)	MT25050	this paper		*cyp-36A1(gk824636) I ; agIs9 III ;* *otEx3156*
Strain, strain background (*C. elegans*)	MT25051	this paper		*cyp-36A1(gk824636) I ; agIs9 III ;* *otEx3165*
Strain, strain background (*C. elegans*)	MT25104	this paper		*cyp-36A1(gk824636) I ; agIs9 III ;* *nhr-46(n6126) IV ; egl-9(sa307) V ;* *nEx2713*
Strain, strain background (*C. elegans*)	MT25107	this paper		*cyp-36A1(gk824636) I ; agIs9 III ;* *nhr-46(n6126) IV ; egl-9(sa307) V ;* *nEx2715*
Strain, strain background (*C. elegans*)	MT25196	this paper		*agIs9 III ; nhr-46(n6125) IV*
Strain, strain background (*C. elegans*)	MT25197	this paper		*cyp-36A1(gk824636) I ; agIs9 III ;* *nhr-46(n6125) IV ; egl-9(sa307) V*
Strain, strain background (*C. elegans*)	MT25211	this paper		*cyp-36A1(gk824636) I*
Strain, strain background (*C. elegans*)	MT25212	this paper		*cyp-36A1(gk824636) I ; egl-9(n586ts) V*
Strain, strain background (*C. elegans*)	MT25213	this paper		*cyp-36A1(gk824636) I ;* *nhr-46(n6126) IV ; egl-9(n586ts) V*
Strain, strain background (*C. elegans*)	MT25214	this paper		*nhr-46(n6126) IV*
Strain, strain background (*C. elegans*)	MT25215	this paper		*egl-9(n586ts) V*
Strain, strain background (*C. elegans*)	MT25596	this paper		*cyp-36A1(gk824636) I ; agIs9 III ;* *egl-9(sa307) V ; nEx2853*
Strain, strain background (*C. elegans*)	MT25599	this paper		*cyp-36A1(gk824636) I ; agIs9 III ;* *egl-9(sa307) V ; nEx2856*
Strain, strain background (*C. elegans*)	MT25601	this paper		*cyp-36A1(gk824636) I ; agIs9 III ;* *egl-9(sa307) V ; nEx2849*
Strain, strain background (*C. elegans*)	MT25605	this paper		*cyp-36A1(gk824636) I ; agIs9 III ;* *egl-9(sa307) V ; nEx2859*
Strain, strain background (*C. elegans*)	MT25606	this paper		*agIs9 III ; nEx2860*
Strain, strain background (*C. elegans*)	MT25610	this paper		*cyp-36A1(gk824636) I ; agIs9 III ;* *nhr-46(n6126) IV ; egl-9(sa307) V ; nEx2864*
Strain, strain background (*C. elegans*)	MT25611	this paper		*cyp-36A1(gk824636) I ; agIs9 III ; nEx2860*
Strain, strain background (*C. elegans*)	MT25627	this paper		*agIs9 III ; nhr-46(n6126) IV*
Strain, strain background (*C. elegans*)	ZG31	Huaqi Jiang/Jo Anne Powell-Coffman		*hif-1(ia4) V*

### *C. elegans* strains and transgenes

All *C. elegans* strains were cultured as described previously (Brenner, 1974). We used the N2 Bristol strain as the reference wild-type strain, and the polymorphic Hawaiian strain CB4856 (Davis et al., 2005) for genetic mapping and SNP analysis. We used the following mutations and transgenes:

LGI: *cyp-36A1(n5666, gk824636)*

LGIII: *agIs219[P_T24B8.5_::gfp::unc-54 3’UTR, P_ttx-3_::gfp::unc-54 3’UTR]*

LGIV: *nhr-46(n6125, n6126), nIs470[P_cysl-2_::gfp, P_myo-2_::mCherry]*, *him-8(e1489)*

LGV: *egl-9(n586, sa307)*, *hif-1(ia4)*

LGX: *nIs682[P_cyp-36A1_::gfp::unc-54 3’UTR, P_myo-3_::mCherry::unc-54 3’UTR]*

Unknown linkage: *nIs674[P_cyp-36A1_::cyp-36A1(+) gDNA::cyp-36A1 3’UTR, P_myo-3_::mCherry::unc-54 3’UTR]*

### Extrachromosomal arrays

o*tEx3156 [P_dpy-7_::hif-1(P621A), P_ttx-3_::rfp]*, *otEx3165 [P_unc-120_::hif-1(P621A), P_ttx-3_::rfp]*, *nEx2699 [P_rab-3_::hif-1(P621A)::F2A::mCherry::tbb-2 3'UTR, P_ttx-3_::mCherry]*, *nEx2860 [P_vha-6_::hif-1(P621A)::F2A::mCherry::tbb-2 3'UTR, rol-6(su1006dm)], nEx2849 [P_vha-6_::cyp-36A1 cDNA::F2A::mCherry::tbb-2 3'UTR, rol-6(su1006dm)], nEx2856 [P_dpy-7_::cyp-36A1 cDNA::F2A::mCherry::tbb-2 3'UTR, rol-6(su1006dm)], nEx2853 [P_rab-3_::cyp-36A1 cDNA::F2A::mCherry::tbb-2 3'UTR, rol-6(su1006dm)], nEx2859 [P_unc-54_::cyp-36A1 cDNA::F2A::mCherry::tbb-2 3'UTR, P_ttx-3_::mCherry::tbb-2 3’UTR], nEx2586 [P_nhr-46_::nhr-46(+) gDNA::nhr-46 3’UTR, P_myo-3_::mCherry::unc-54 3’UTR], nEx2715[P_unc-54_::nhr-46 cDNA::F2A::mCherry::tbb-2 3'UTR]*, *nEx2713 [P_rab-3_::nhr-46 cDNA::F2A::mCherry::tbb-2 3'UTR]*, *nEx2864 [P_vha-6_::nhr-46 cDNA::F2A::mCherry::tbb-2 3'UTR, rol-6(su1006dm)]*

Note on allele usage: For *egl-9*, the weaker *n586* allele was used for the screen and in the initial phenotypic characterization of screen mutants (Figure 1A–1F and Figure 2C–2E). The stronger *sa307* allele was used for all other experiments, except for in the slow killing assay, for which the *sa307* allele is less protective than weaker alleles, as previously reported (Bellier et al., 2009). For *cyp-36A1*, the allele identified from the screen, *n5666*, was used in the initial phenotypic characterization (Figure 1D–1F and 2C–2E); the putative null allele *gk824636* was used for all other experiments. Alleles for other genes were used as indicated in the figure legends.

### Molecular biology and transgenic strain construction

The *P_cyp-36A1_::gfp::unc-54 3’UTR* construct (transgene *nIs682)* was generated by using PCR fusion (Hobert, 2002) to fuse a PCR product containing the *cyp-36A1* promoter fragment (4.4 kb of upstream sequence) to a PCR product containing *gfp::unc-54 3’UTR.* The *cyp-36A1* rescuing construct (transgene *nIs674*) was generated by amplifying a PCR product from gDNA containing 4.4 kb upstream, the *cyp-36A1* locus, and 1.6 kb downstream. The *nhr-46* rescuing construct (transgene *nEx2586*) was generated by amplifying a PCR product from gDNA containing 1.9 kb upstream, the *nhr-46* locus, and 0.9 kb downstream. All remaining constructs were generated using the Infusion cloning technique (Clontech). The promoter fragments used for *dpy-7* (hypoderm) (Gilleard et al., 1997), *vha-6* (intestine) (Allman et al., 2009) *rab-3* (neurons) (Mahoney et al., 2006) and *unc-54* (muscle) (D. Ma, personal communication) contain 1.3, 0.9, 1.4, and 1.9 kb, respectively, of sequence upstream of the start codons of each of these genes. Expression of tissue-specific rescuing transgenes was confirmed using mCherry tagging. We noticed expression in some unidentified cells outside the body-wall muscle near the junction of the pharynx and intestine in the strain *cyp-36A1(gk824636); agIs9; egl-9(sa307); nEx2859 [P_unc-54_::cyp-36A1 cDNA::F2A::mCherry::tbb-2 3'UTR, P_ttx-3_::mCherry::tbb-2 3’UTR]*; such expression might contribute to rescue of the mutant phenotype in that strain. *C45E5.6b* was used for *nhr-46* cDNA. *F38A6.3a* with a P621A stabilizing mutation was used for *hif-1* cDNA (Pocock and Hobert, 2008). Where present, the F2A sequence served as a ribosomal skip sequence to cause separation of the two peptides encoded before and after the F2A (Ahier and Jarriault, 2014). Transgenic strains were generated by germline transformation as described (Mello et al., 1991). All transgenic constructs were injected at 2.5–50 ng/μl.

### Mutagenesis screen for suppressors of *egl-9*

To screen for suppressors of the *egl-9* egg-laying defect, we mutagenized *egl-9(n586)* mutants with ethyl methanesulfonate (EMS) as described previously (Brenner, 1974). The starting strain contained the *P_cysl-2_::gfp (nIs470)* transgene, which is highly expressed in *egl-9(lf)* mutants and served as a reporter for HIF-1 activity (Ma et al., 2012). We used a dissecting microscope to screen the F2 progeny for suppression of the egg-laying defect (i.e. the Egl phenotype), picking (1) adults that appeared less Egl than *egl-9(n586)* mutants, and (2) eggs laid by the F2 animals that were at an earlier developmental stage than those laid by *egl-9(n586)* mutants. Screen isolates were backcrossed to determine dominant vs. recessive and single-gene inheritance pattern and crossed to *him-8(e1489); egl-9(sa307) hif-1(ia4)* to test complementation with *hif-1(lf)*. The screen allele *n5666*, which conferred a recessive phenotype and was not allelic to *hif-1*, mapped between SNPs *pkP1052* and *rs3139013* on LGI with SNP mapping (Davis et al., 2005) using a strain containing *egl-9(n586)* introgressed into the Hawaiian strain CB4856 (Ma et al., 2013). Whole-genome sequencing identified a mutation in *cyp-36A1* in the *n5666* interval, and transgenic rescue demonstrated that this *cyp-36A1* mutation is the causative mutation, as described in the text.

### Mutagenesis screen for suppressors of *cyp-36A1*

To screen for downstream effectors of *cyp-36A1*, we mutagenized *cyp-36A1(gk824636); egl-9(sa307)* with ethyl methanesulfonate (EMS). The starting strain contained the *P_T24B8.5_::gfp (agIs219)* transgene, which has low expression in *cyp-36A1(gk824636); egl-9(sa307)* mutants and served as a reporter for CYP-36A1 activity. We used a dissecting microscope equipped to examine GFP fluorescence to screen for F2 progeny with high GFP fluorescence and an Egl appearance. The only two isolates failed to complement and were found to be alleles of *nhr-46* by whole-genome sequencing and transgenic rescue. The mutant phenotypes of *cyp-36A1(lf); n6126; egl-9(lf)* were rescued by an *nhr-46(+)* transgene, demonstrating that the mutation in *nhr-46* is the causative mutation and suggesting that *n6126* is a loss-of-function allele.

### Behavioral assays

To quantify egg-laying behavior, we scored the developmental stages of eggs laid by young adult hermaphrodites as described previously (Ringstad and Horvitz, 2008). Egg-laying defective mutants retain eggs longer in the uterus, thus laying them at later developmental stages. To examine egg-laying behavior after exposure to hypoxia, young adult animals were placed in a hypoxia chamber (Coy Laboratory) at 1% O_2_ balanced by N_2_ for 24 hr, after which the egg-laying assay was performed in normoxia. Control animals were exposed to room air (21% O_2_) for 24 hr; animals were randomly allocated to 1% or 21% O_2_ treatment. Locomotion assays were performed on bacterial food and quantified using a custom worm tracker, as described previously (Paquin et al., 2016). Defecation assays were performed as described previously (Thomas, 1990), counting the number of defecation cycles in ten minutes.

### *Pseudomonas aeruginosa* killing assay

Sensitivity to the *Pseudomonas aeruginosa* strain PA14 was assayed using the big lawn killing assay as described previously (Reddy et al., 2009). The big lawn killing assay was used to remove any influence of avoidance behavior on survival, as wild-type PA14 avoidance is dependent on normal aerotaxis behavior (Reddy et al., 2009), and *egl-9(lf)* mutants have previously been shown to display abnormal aerotaxis (Chang and Bargmann, 2008).

### Tunicamycin survival assay

Sensitivity to tunicamycin was assayed by placing at least 100 starvation-synchronized L1 animals on NGM plates containing 5 μg/ml tunicamycin (Sigma), made using 10 mg/ml tunicamycin stock in DMSO and seeded with *E. coli* OP50 bacteria. Survival to the L4 larval stage or later was determined after three days.

### t-BOOH survival assay

Sensitivity to tert-butyl hydroperoxide (t-BOOH) was assayed by placing ~60 young adult worms on NGM plates containing 7.5 mM t-BOOH, made using 70% t-BOOH solution (Sigma) and seeded with *E. coli* OP50 bacteria. Survival was evaluated after 10 hr.

### Microscopy

Epifluorescence images of *P_T4B8.5_::gfp* expression were obtained using an AxioImager Z2 upright microscope (Zeiss) and ZEN software (Zeiss). Confocal images of *P_cyp-36A1_::gfp* expression were obtained using an LSM 800 instrument (Zeiss) and ZEN software. Fluorescence intensity for the *P_T24B8.5_::gfp* reporter was quantified by measuring average intensity in a 300 μm section of the intestine centered on the vulva using FIJI software. *P_T24B8.5_::gfp* reporter imaging conditions were optimized for observation of fluorescence in the midbody; fluorescence was not saturated in this region in quantified images.

### RNA isolation for qRT-PCR and RNA-seq

All strains were maintained at 22.5**°**C for at least two generations without starvation prior to experiment. ~150 very young adults (0–1 eggs in uterus) were picked into M9 buffer and allowed to settle. M9 was aspirated, and worms were then rinsed twice with M9 and twice with RNase-free water. Excess liquid was aspirated and the pellet was frozen in liquid nitrogen. RLT buffer (QIAGEN) was added to the frozen pellet, and worms were lysed using a BeadBug microtube homogenizer (Sigma) and 0.5 mm zirconium beads (Sigma). RNA was extracted using the RNeasy Mini kit (QIAGEN) according to the manufacturer’s instructions.

### *cyp-36A1* mRNA expression analysis by qRT-PCR

Reverse transcription was performed using SuperScript III (Invitrogen). Quantitative PCR was performed using Applied Biosystems Real-Time PCR Instruments. Expression levels were normalized to the expression of the ribosomal subunit gene *rpl-32*.

### Primers for qRT-PCR

*cyp-36A1* F: ACCAGCTTGTCCAACACCAA

*cyp-36A1* R: CACGCTTTGGCTCCCATTTC

*rpl-32* F: GGCTACACGACGGTATCTGT

*rpl-32* R: CAAGGTCGTCAAGAAGAAGC

### RNA-seq library preparation

RNA integrity and concentration were checked on a Fragment Analyzer (Advanced Analytical). The mRNA was purified by polyA-tail enrichment, fragmented, and reverse transcribed into cDNA (Illumina TruSeq). cDNA samples were then end-repaired and adaptor-ligated using the SPRI-works Fragment Library System I (Beckman Coulter Genomics) and indexed during amplification. Libraries were quantified using the Fragment Analyzer (Advanced Analytical) and qPCR before being loaded for single-end sequencing using the Illumina HiSeq 2000.

### RNA-seq data analysis

Reads were aligned against the *C. elegans* ce10 genome assembly using bwa 0.7.5a (Li and Durbin, 2009) and samtools/0.1.19 (1000 Genome Project Data Processing Subgroup et al., 2009) (bwa aln/bwa samse), and mapping rates, fraction of multiply-mapping reads, number of unique 20-mers at the 5’ end of the reads, insert size distributions and fraction of ribosomal RNAs were calculated using dedicated perl scripts and bedtools v. 2.17.0 (Quinlan and Hall, 2010). For expression analysis, reads were aligned against the *C. elegans* ce10 genome/ENSEMBL 65 annotation using RSEM 1.2.15 (Li and Dewey, 2011) and bowtie 1.0.1 (Langmead et al., 2009), with the following parameters: -p 6 --bowtie-chunkmbs 1024 --output-genome-bam. Raw expected read counts were retrieved and used for differential expression analysis with Bioconductor’s edgeR package in the R 3.2.3 statistical environment (Robinson et al., 2010). First, common, trended, and gene-specific read dispersion across sequencing libraries and genes was estimated using the estimateDisp function. Given the small number of replicates, a gene-wise negative binomial generalized linear model (GLM) with quasi-likelihood tests (as implemented in the glmQLFit function) was used to test for differential expression between conditions (Lun et al., 2016). Briefly, this statistical framework works by first fitting the observed and expected distributions of read counts for each gene across conditions using a GLM, which is based on the negative binomial distribution and the observed read dispersion. The significance of biases in read counts is then tested using the quasi-likelihood F-test (implemented in glmQLFTest). This test provides more robust and reliable error rate control at low number of replicates, because it reflects the uncertainty in read distribution better than the likelihood ratio test. Models were fitted across all conditions and relevant differential expression testing was performed using glmQLFTest between pairs of conditions of interest. P values were adjusted for multiple comparisons using the Benjamini-Hochberg procedure (Benjamini and Hochberg, 1995). Gene ontology enrichment analysis was performed using GOrilla (Eden et al., 2009), examining genes that were significantly downregulated in *cyp-36A1(lf); egl-9(lf)* double mutants vs. *egl-9(lf)* single mutants (i.e. orange circle in Figure 2B) as compared to genes that were at least twofold upregulated in *egl-9(lf)* mutants vs. wild type (adjusted p value<0.05) and significantly downregulated in *egl-9(lf) hif-1(lf)* vs. *egl-9(lf)* (adjusted p value<0.05) (i.e. purple circle in Figure 2B).

### Statistical analysis

Chi-square tests were used to compare the distribution of stages of eggs laid by wild-type and mutant animals. Unpaired t-tests were used to compare *cyp-36A1* mRNA expression between strains, survival on tunicamycin between strains, survival on t-BOOH between strains, and *P_T24B8.5_::gfp* reporter fluorescence intensity between strains. Log-rank (Mantel-Cox) tests were used to compare survival of different strains on *Pseudomonas aeruginosa.* In cases of multiple comparisons, a Holm-Bonferroni correction was applied. Statistical tests were performed using GraphPad Prism software (Graphpad Prism, RRID:SCR_002798) version 7.0a. Biological replicates were performed using separate populations of animals.

### Accession numbers

The GEO accession number for the RNA-seq dataset in this paper is GSE108283.

## References

[bib1] Agundez JA (2004). Cytochrome P450 gene polymorphism and cancer. Current Drug Metabolism.

[bib2] Ahier A, Jarriault S (2014). Simultaneous expression of multiple proteins under a single promoter in *Caenorhabditis elegans* via a versatile 2A-based toolkit. Genetics.

[bib3] Allman E, Johnson D, Nehrke K (2009). Loss of the apical V-ATPase a-subunit VHA-6 prevents acidification of the intestinal lumen during a rhythmic behavior in *C. elegans*. American Journal of Physiology-Cell Physiology.

[bib4] Angeles-Albores D, Puckett Robinson C, Williams BA, Wold BJ, Sternberg PW (2018). Reconstructing a metazoan genetic pathway with transcriptome-wide epistasis measurements. Proceedings of the National Academy of Sciences.

[bib5] Bellier A, Chen CS, Kao CY, Cinar HN, Aroian RV (2009). Hypoxia and the hypoxic response pathway protect against pore-forming toxins in *C. elegans*. PLoS Pathogens.

[bib6] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. Journal of the Royal Statistical Society. Series B.

[bib7] Bishop T, Lau KW, Epstein AC, Kim SK, Jiang M, O'Rourke D, Pugh CW, Gleadle JM, Taylor MS, Hodgkin J, Ratcliffe PJ (2004). Genetic analysis of pathways regulated by the von Hippel-Lindau tumor suppressor in *Caenorhabditis elegans*. PLoS Biology.

[bib8] Brenner S (1974). The genetics of *Caenorhabditis elegans*. Genetics.

[bib9] Budde MW, Roth MB (2011). The response of *Caenorhabditis elegans* to hydrogen sulfide and hydrogen cyanide. Genetics.

[bib10] Cai Z, Luo W, Zhan H, Semenza GL (2013). Hypoxia-inducible factor 1 is required for remote ischemic preconditioning of the heart. PNAS.

[bib11] Chang AJ, Bargmann CI (2008). Hypoxia and the HIF-1 transcriptional pathway reorganize a neuronal circuit for oxygen-dependent behavior in *Caenorhabditis elegans*. PNAS.

[bib12] Chen D, Thomas EL, Kapahi P (2009). HIF-1 modulates dietary restriction-mediated lifespan extension via IRE-1 in *Caenorhabditis elegans*. PLoS Genetics.

[bib13] Darby C, Cosma CL, Thomas JH, Manoil C (1999). Lethal paralysis of *Caenorhabditis elegans* by *Pseudomonas aeruginosa*. PNAS.

[bib14] Davis MW, Hammarlund M, Harrach T, Hullett P, Olsen S, Jorgensen EM (2005). Rapid single nucleotide polymorphism mapping in *C. elegans*. BMC Genomics.

[bib15] Dennis EA, Norris PC (2015). Eicosanoid storm in infection and inflammation. Nature Reviews Immunology.

[bib16] Eden E, Navon R, Steinfeld I, Lipson D, Yakhini Z (2009). GOrilla: a tool for discovery and visualization of enriched GO terms in ranked gene lists. BMC Bioinformatics.

[bib17] Elbekai RH, El-Kadi AO (2006). Cytochrome P450 enzymes: central players in cardiovascular health and disease. Pharmacology & Therapeutics.

[bib18] Epstein AC, Gleadle JM, McNeill LA, Hewitson KS, O'Rourke J, Mole DR, Mukherji M, Metzen E, Wilson MI, Dhanda A, Tian YM, Masson N, Hamilton DL, Jaakkola P, Barstead R, Hodgkin J, Maxwell PH, Pugh CW, Schofield CJ, Ratcliffe PJ (2001). *C. elegans* EGL-9 and mammalian homologs define a family of dioxygenases that regulate HIF by prolyl hydroxylation. Cell.

[bib19] Evans RM, Mangelsdorf DJ (2014). Nuclear receptors, RXR, and the big bang. Cell.

[bib20] Fawcett EM, Hoyt JM, Johnson JK, Miller DL (2015). Hypoxia disrupts proteostasis in *Caenorhabditis elegans*. Aging Cell.

[bib21] Feng H, Craig H, Hope I, Deplancke B, Gheldof N (2012). Expression pattern analysis of regulatory transcription factors in *Caenorhabditis elegans*. Gene Regulatory Networks.

[bib22] Gerisch B, Antebi A (2004). Hormonal signals produced by DAF-9/cytochrome P450 regulate *C. elegans* dauer diapause in response to environmental cues. Development.

[bib23] Gilleard JS, Barry JD, Johnstone IL (1997). cis regulatory requirements for hypodermal cell-specific expression of the *Caenorhabditis elegans* cuticle collagen gene *dpy-7*. Molecular and Cellular Biology.

[bib24] Hobert O (2002). PCR fusion-based approach to create reporter gene constructs for expression analysis in transgenic C. elegans. BioTechniques.

[bib25] Ivan M, Kondo K, Yang H, Kim W, Valiando J, Ohh M, Salic A, Asara JM, Lane WS, Kaelin WG, Jr WGK (2001). HIFalpha targeted for VHL-mediated destruction by proline hydroxylation: implications for O2 sensing. Science.

[bib26] Jaakkola P, Mole DR, Tian YM, Wilson MI, Gielbert J, Gaskell SJ, von Kriegsheim A, Hebestreit HF, Mukherji M, Schofield CJ, Maxwell PH, Pugh CW, Ratcliffe PJ (2001). Targeting of HIF-alpha to the von Hippel-Lindau ubiquitylation complex by O2-regulated prolyl hydroxylation. Science.

[bib27] Jiang H, Guo R, Powell-Coffman JA (2001). The *Caenorhabditis elegans hif-1* gene encodes a bHLH-PAS protein that is required for adaptation to hypoxia. PNAS.

[bib28] Kaelin WG, Ratcliffe PJ (2008). Oxygen sensing by metazoans: the central role of the HIF hydroxylase pathway. Molecular Cell.

[bib29] Kirienko NV, Kirienko DR, Larkins-Ford J, Wählby C, Ruvkun G, Ausubel FM (2013). *Pseudomonas aeruginosa* disrupts *Caenorhabditis elegans* iron homeostasis, causing a hypoxic response and death. Cell Host & Microbe.

[bib30] Kudron MM, Victorsen A, Gevirtzman L, Hillier LW, Fisher WW, Vafeados D, Kirkey M, Hammonds AS, Gersch J, Ammouri H, Wall ML, Moran J, Steffen D, Szynkarek M, Seabrook-Sturgis S, Jameel N, Kadaba M, Patton J, Terrell R, Corson M, Durham TJ, Park S, Samanta S, Han M, Xu J, Yan KK, Celniker SE, White KP, Ma L, Gerstein M, Reinke V, Waterston RH (2018). The ModERN resource: genome-wide binding profiles for hundreds of *Drosophila* and *Caenorhabditis elegans* Transcription Factors. Genetics.

[bib31] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biology.

[bib32] Lee SJ, Hwang AB, Kenyon C (2010). Inhibition of respiration extends *C. elegans* life span via reactive oxygen species that increase HIF-1 activity. Current Biology.

[bib33] Leiser SF, Miller H, Rossner R, Fletcher M, Leonard A, Primitivo M, Rintala N, Ramos FJ, Miller DL, Kaeberlein M (2015). Cell nonautonomous activation of flavin-containing monooxygenase promotes longevity and health span. Science.

[bib34] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics.

[bib35] Li H, Durbin R (2009). Fast and accurate short read alignment with Burrows-Wheeler transform. Bioinformatics.

[bib36] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R, 1000 Genome Project Data Processing Subgroup (2009). The sequence alignment/Map format and SAMtools. Bioinformatics.

[bib37] Lim Y, Lee D, Kalichamy K, Hong SE, Michalak M, Ahnn J, Kim DH, Lee SK (2014). Sumoylation regulates ER stress response by modulating calreticulin gene expression in XBP-1-dependent mode in *Caenorhabditis elegans*. International Journal of Biochemistry & Cell Biology.

[bib38] Lun ATL, Chen Y, Smyth GK (2016). It’s DE-Licious: A Recipe for Differential Expression Analyses of RNA-Seq Experiments Using Quasi-Likelihood Methods in edgeRStatistical Genomics.

[bib39] Ma DK, Rothe M, Zheng S, Bhatla N, Pender CL, Menzel R, Horvitz HR (2013). Cytochrome P450 drives a HIF-regulated behavioral response to reoxygenation by *C. elegans*. Science.

[bib40] Ma DK, Vozdek R, Bhatla N, Horvitz HR (2012). CYSL-1 interacts with the O_2_-sensing hydroxylase EGL-9 to promote H2S-modulated hypoxia-induced behavioral plasticity in *C. elegans*. Neuron.

[bib41] Mahoney TR, Liu Q, Itoh T, Luo S, Hadwiger G, Vincent R, Wang ZW, Fukuda M, Nonet ML (2006). Regulation of synaptic transmission by RAB-3 and RAB-27 in *Caenorhabditis elegans*. Molecular Biology of the Cell.

[bib42] Maxwell PH, Wiesener MS, Chang GW, Clifford SC, Vaux EC, Cockman ME, Wykoff CC, Pugh CW, Maher ER, Ratcliffe PJ (1999). The tumour suppressor protein VHL targets hypoxia-inducible factors for oxygen-dependent proteolysis. Nature.

[bib43] Mehta R, Steinkraus KA, Sutphin GL, Ramos FJ, Shamieh LS, Huh A, Davis C, Chandler-Brown D, Kaeberlein M (2009). Proteasomal regulation of the hypoxic response modulates aging in *C. elegans*. Science.

[bib44] Mello CC, Kramer JM, Stinchcomb D, Ambros V (1991). Efficient gene transfer in *C. elegans*: extrachromosomal maintenance and integration of transforming sequences. The EMBO Journal.

[bib45] Miller DL, Roth MB (2009). *C. elegans* are protected from lethal hypoxia by an embryonic diapause. Current Biology.

[bib46] Mole DR, Blancher C, Copley RR, Pollard PJ, Gleadle JM, Ragoussis J, Ratcliffe PJ (2009). Genome-wide association of hypoxia-inducible factor (HIF)-1alpha and HIF-2alpha DNA binding with expression profiling of hypoxia-inducible transcripts. Journal of Biological Chemistry.

[bib47] Nakazawa MS, Keith B, Simon MC (2016). Oxygen availability and metabolic adaptations. Nature Reviews Cancer.

[bib48] Nebert DW, Wikvall K, Miller WL (2013). Human cytochromes P450 in health and disease. Philosophical Transactions of the Royal Society B: Biological Sciences.

[bib49] Olenchock BA, Moslehi J, Baik AH, Davidson SM, Williams J, Gibson WJ, Chakraborty AA, Pierce KA, Miller CM, Hanse EA, Kelekar A, Sullivan LB, Wagers AJ, Clish CB, Vander Heiden MG, Kaelin WG (2016). EGLN1 inhibition and rerouting of α-Ketoglutarate suffice for remote ischemic protection. Cell.

[bib50] Palazon A, Goldrath AW, Nizet V, Johnson RS (2014). HIF transcription factors, inflammation, and immunity. Immunity.

[bib51] Paquin N, Murata Y, Froehlich A, Omura DT, Ailion M, Pender CL, Constantine-Paton M, Horvitz HR (2016). The conserved VPS-50 protein functions in dense-core vesicle maturation and acidification and controls animal behavior. Current Biology.

[bib52] Park SK, Tedesco PM, Johnson TE (2009). Oxidative stress and longevity in *Caenorhabditis elegans* as mediated by SKN-1. Aging Cell.

[bib53] Pocock R, Hobert O (2008). Oxygen levels affect axon guidance and neuronal migration in *Caenorhabditis elegans*. Nature Neuroscience.

[bib54] Pocock R, Hobert O (2010). Hypoxia activates a latent circuit for processing gustatory information in *C. elegans*. Nature Neuroscience.

[bib55] Powell-Coffman JA (2010). Hypoxia signaling and resistance in *C. elegans*. Trends in Endocrinology & Metabolism.

[bib56] Prahlad V, Morimoto RI (2009). Integrating the stress response: lessons for neurodegenerative diseases from *C. elegans*. Trends in Cell Biology.

[bib57] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[bib58] Ratcliffe PJ (2013). Oxygen sensing and hypoxia signalling pathways in animals: the implications of physiology for cancer. Journal of Physiology.

[bib59] Reddy KC, Andersen EC, Kruglyak L, Kim DH (2009). A polymorphism in *npr-1* is a behavioral determinant of pathogen susceptibility in *C. elegans*. Science.

[bib60] Rendic S, Guengerich FP (2015). Survey of human oxidoreductases and cytochrome P450 enzymes involved in the metabolism of xenobiotic and natural chemicals. Chemical Research in Toxicology.

[bib61] Ringstad N, Horvitz HR (2008). FMRFamide neuropeptides and acetylcholine synergistically inhibit egg-laying by *C. elegans*. Nature Neuroscience.

[bib62] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[bib63] Rowland A, Mangoni AA (2014). Cytochrome P450 and ischemic heart disease: current concepts and future directions. Expert Opinion on Drug Metabolism & Toxicology.

[bib64] Schito L, Rey S (2018). Cell-Autonomous metabolic reprogramming in hypoxia. Trends in Cell Biology.

[bib65] Schuster I, Bernhardt R (2007). Inhibition of cytochromes P450: existing and new promising therapeutic targets. Drug Metabolism Reviews.

[bib66] Schödel J, Oikonomopoulos S, Ragoussis J, Pugh CW, Ratcliffe PJ, Mole DR (2011). High-resolution genome-wide mapping of HIF-binding sites by ChIP-seq. Blood.

[bib67] Semenza GL (2011). Oxygen sensing, homeostasis, and disease. New England Journal of Medicine.

[bib68] Semenza GL (2012). Hypoxia-inducible factors in physiology and medicine. Cell.

[bib69] Shao Z, Zhang Y, Ye Q, Saldanha JN, Powell-Coffman JA (2010). *C. elegans* SWAN-1 binds to EGL-9 and regulates HIF-1-mediated resistance to the bacterial pathogen *Pseudomonas aeruginosa* PAO1. PLoS Pathogens.

[bib70] Shen C, Nettleton D, Jiang M, Kim SK, Powell-Coffman JA (2005). Roles of the HIF-1 hypoxia-inducible factor during hypoxia response in *Caenorhabditis elegans*. Journal of Biological Chemistry.

[bib71] Shivers RP, Kooistra T, Chu SW, Pagano DJ, Kim DH (2009). Tissue-specific activities of an immune signaling module regulate physiological responses to pathogenic and nutritional bacteria in *C. elegans*. Cell Host & Microbe.

[bib72] Shore DE, Ruvkun G (2013). A cytoprotective perspective on longevity regulation. Trends in Cell Biology.

[bib73] Simonson TS, Yang Y, Huff CD, Yun H, Qin G, Witherspoon DJ, Bai Z, Lorenzo FR, Xing J, Jorde LB, Prchal JT, Ge R (2010). Genetic evidence for high-altitude adaptation in Tibet. Science.

[bib74] Taylor RC, Berendzen KM, Dillin A (2014). Systemic stress signalling: understanding the cell non-autonomous control of proteostasis. Nature Reviews Molecular Cell Biology.

[bib75] Thomas JH (1990). Genetic analysis of defecation in *Caenorhabditis elegans*. Genetics.

[bib76] Thompson O, Edgley M, Strasbourger P, Flibotte S, Ewing B, Adair R, Au V, Chaudhry I, Fernando L, Hutter H, Kieffer A, Lau J, Lee N, Miller A, Raymant G, Shen B, Shendure J, Taylor J, Turner EH, Hillier LW, Moerman DG, Waterston RH (2013). The million mutation project: a new approach to genetics in *Caenorhabditis elegans*. Genome Research.

[bib77] Treinin M, Shliar J, Jiang H, Powell-Coffman JA, Bromberg Z, Horowitz M (2003). HIF-1 is required for heat acclimation in the nematode *Caenorhabditis elegans*. Physiological Genomics.

[bib78] Trent C, Tsuing N, Horvitz HR (1983). Egg-laying defective mutants of the nematode *Caenorhabditis elegans*. Genetics.

[bib79] Wang GL, Jiang BH, Rue EA, Semenza GL (1995). Hypoxia-inducible factor 1 is a basic-helix-loop-helix-PAS heterodimer regulated by cellular O_2_ tension. PNAS.

[bib80] Wouters BG, Koritzinsky M (2008). Hypoxia signalling through mTOR and the unfolded protein response in cancer. Nature Reviews Cancer.

[bib81] Zhang Y, Shao Z, Zhai Z, Shen C, Powell-Coffman JA (2009). The HIF-1 hypoxia-inducible factor modulates lifespan in *C. elegans*. PLoS One.

How the deposited data were processed for this re-analysis (not part of the article)

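Gene expression was measured by sequencing polyadenylated RNA from 8 libraries, 2 for each of 4 genotypes: the wild type, *egl-9(lf)*, *egl-9(lf) hif-1(lf)* and *cyp-36A1(lf); egl-9(lf)*. Each library came from a separate population of 150 very young adults grown at 22.5 °C. The authors made the expected counts with RSEM 1.2.15 and bowtie 1.0.1 against the ENSEMBL 65 annotation, as a column of estimated read counts per gene and library that is not normalized for depth. The FPKM values were also made by the authors with RSEM, as fragments per kilobase of gene scaled to the mapped reads of the library. Both hold 45461 gene identifiers, of which 24089 had no count in any library. The log2 values used here were computed here from the deposited expected counts and FPKM. The total of the expected counts ran from 11925027 to 22269111 per library.

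The expected counts were rounded to whole numbers and analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10 (14311 genes), and libraries were scaled by TMM. A negative binomial model with one mean per genotype was fitted to all 8 libraries and tested with edgeR's quasi-likelihood F test, and p was adjusted by the Benjamini-Hochberg procedure over the genes tested. The standard error of a log2 fold change was its size divided by the square root of F. A gene was called at an adjusted p under 0.05, and changed genes in *egl-9(lf)* also had to differ by at least 2-fold. A changed gene counted as suppressed by *hif-1(lf)* or *cyp-36A1(lf)* when the double mutant differed from *egl-9(lf)* in the opposite direction at an adjusted p under 0.05. Suppressed shares carry Wilson intervals of 95%. Gene lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01 and with an estimated correlation, and overlap of lists with suppressed genes by one-sided Fisher's exact tests. Where a group had no count, a fold was given as a lower bound against a floor of 3 counts over the group.

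The samples, comparisons, gene lists and alternatives were chosen before the data were examined, but after the paper's supplementary tables had been read. The genes named are those the paper names, the 12 largest rises and falls per comparison among called genes with an average log2 CPM of at least 2 that changed the same way in every pair of libraries, and up to 4 called genes with the smallest p per list. Values in the paper's tables had been seen when this rule was written. Gene names were taken from the RefSeq gene table of the assembly WBcel235, in which 44080 identifiers were matched, and from the paper's tables. The authors aligned to ce10, so no coordinates are given. The paper and the labels do not say that replicate numbers mark shared batches, and the libraries were compared unpaired, as planned. Libraries of the same number nevertheless deviated together: the correlation of their deviations from the genotype means ran from 0.111 to 0.273 over the 6 pairs of genotypes, and the third principal component (8.48% of the variance) separated number 1 from number 2 in each genotype.

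The tests were run on data simulated for the 4 genotypes, and recovery was counted in *egl-9(lf)* against the wild type. The changed genes were drawn from those with higher counts. edgeR's quasi-likelihood test recovered 21 of 67 genes changed 1.5-fold, 48 of 67 changed 2-fold and 65 of 66 changed 4-fold. It also made 13 false calls among genes simulated without a change. In this simulation, with 2 libraries per genotype, changes under 2-fold were therefore often missed. It held far fewer changed genes than the 3018 called in *egl-9(lf)* against the wild type in the data. Its cutoff after adjustment was therefore stricter, and the share missed in that comparison of the data may be smaller. Among 65 genes simulated as changed 4-fold, the share suppressed by *hif-1(lf)* came out at 76.9% where 78.5% was simulated. Each was simulated as fully suppressed or not at all, so this does not check the shares for smaller or partly suppressed changes. The alternatives were DESeq2 1.42.0 size factors, library totals alone, DESeq2's Wald test, edgeR's likelihood ratio test, no filter, a filter of 1 CPM, the replicate number as a block, fits of the compared genotypes alone, limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1), a threshold of 0.01, each library left out in turn, and *egl-9(lf)* libraries divided between selection and test. With 1 library left in a genotype, it was assumed to vary like the other genotypes. Read files, splice forms and the behavioural and imaging experiments were not analysed here.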

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

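The tests on sperm and stage markers, the tests on chromosome V and the logistic model below were chosen after the result was seen, apart from the test of library scaling, and what the odds ratio without sperm genes would show was set down after the result was seen, although leaving these genes out was planned. The results in this part are signals in genes or comparisons that the paper does not discuss, apart from the difference between HIF-1-upregulated and HIF-1-downregulated genes, which it reports.

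Against the wild type, 45 genes were called in *egl-9(lf) hif-1(lf)*, 18 of them higher and 27 lower (518 at an unadjusted p under 0.05 by edgeR). Of these, 25 lay on chromosome V, which held 19.2% of the genes tested. *fat-7*, a stearoyl-CoA desaturase gene, was higher, with a log2 fold change of 3.12 (standard error 0.19, adjusted p = 3.17e-05 from edgeR's quasi-likelihood test). With a library left out, the count ran from 15 without wild-type replicate 1 to 51 without *egl-9(lf)* replicate 2, and over the other alternatives it rose to 151 with no filter.

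In every strain with *egl-9(lf)*, 18 genes were lower than in the wild type, and 11 of them lay in one stretch of 40 protein-coding genes of chromosome V, of which 17 were tested. They were *irld-53*, *clec-209*, *mct-1*, *C13B7.6*, *F56A4.3*, *irld-35*, *Y19D10A.11*, *Y19D10A.4*, *Y19D10A.16*, *C01B4.6* and *C01B4.7*, chosen here after their values were seen. *F56A4.3* was at 136 ± 6.45 CPM in the wild type, 1.06 ± 0.449 in *egl-9(lf)*, 0.664 ± 0.411 in *egl-9(lf) hif-1(lf)* and 0.129 ± 0.183 in *cyp-36A1(lf); egl-9(lf)*. In the same order *clec-209* was at 1029, 488, 405 and 42.2 CPM and *irld-53* at 27.9, 1.73, 1.04 and 0.123. Both were also called lower in *cyp-36A1(lf); egl-9(lf)* than in *egl-9(lf)*. Not every member fell further there. From *egl-9(lf)* to *cyp-36A1(lf); egl-9(lf)*, *mct-1* went from 126 to 124 CPM and *C01B4.6* from 10.1 to 15.8. Some of these genes are near-identical copies. *C01B4.6* and *Y19D10A.16* had equal counts, as had *C01B4.7* and *Y19D10A.4*, so the members of each pair are not separate measurements. Of the 11, 7 remain without those whose counts equal another gene's, so reads shared between copies of equal counts are not the whole cause. Copies with unequal counts were not looked for, so shared reads are not excluded for the 7. No other stretch of this length held more than 1 such gene, against 11 here, but the stretch was found from these genes, so this count does not test a cause. For the shared fall, a variant of the *egl-9(lf)* strains at this stretch cannot be told apart from a direct HIF-1-independent effect of losing *egl-9*. Every such strain has the same allele. Being shared, neither gives by itself the further fall of *clec-209* and *irld-53* in *cyp-36A1(lf); egl-9(lf)*. The cause of that further fall was not tested. Of the 18 lower genes, 7 lay outside the stretch, as did 5 genes higher in every such strain (*clec-52*, *ftn-1*, *ftn-2*, *cyp-14A5* and *clec-7*).

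Sperm transcripts were lower in *egl-9(lf)*. The median log2 change of the 27 sperm markers that are not *msp* genes was -1.22, so reads shared between near-identical *msp* genes do not explain it. Under the scaling that brought it nearest to 0, library totals alone, the *msp* median was -1.24, against -1.32 with TMM and with DESeq2 size factors. The choice among these scalings therefore does not explain it. They lay close together, so they say little about scaling in general. Early embryonic genes had a median log2 change of 2.87 (5 of 6 higher, with *nhr-68*, also a propionate shunt gene, lower) and oocyte and eggshell markers one of 0.36, neither list passing camera with an estimated correlation (adjusted p = 0.297 and 0.746 from limma). Only 6 of 19 early embryonic genes passed the filter on low counts. Genes low in the wild type could pass it only where another genotype was higher, so their median favours a rise. The paper's methods say that very young adults were picked, judged by the eggs in the uterus, which limits a difference in stage but does not exclude a smaller one. Animals further into adulthood at harvest cannot be told apart from an effect of HIF-1 on sperm genes, because these markers moved the way a later stage would move them while the yolk genes, with a median of -1.03, moved the other way, and each may itself respond to *egl-9*.

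HIF-1-upregulated genes were suppressed by *cyp-36A1(lf)* more often than HIF-1-downregulated genes. In a logistic model with the size of the change and the expression level, the odds ratio of direction was 1.96 (95% interval 1.37 to 2.80), so larger changes among the upregulated genes are not the whole cause. That model averages over sizes: the interaction with size was -0.83 log odds per log2 unit (95% interval -1.05 to -0.61), no difference passed Fisher's exact test at a log2 change of 2 to 3 (odds ratio 1.55), and at 3 or more the downregulated genes were suppressed more often (48.6 against 27.04%, odds ratio 0.394). The sperm genes are 61 of the 1339 HIF-1-downregulated genes, too few to account for the difference, and their number leaves the odds ratio without them (3.18) little room to move. A biological difference between the directions may remain for the smaller changes, as a hypothesis found and tested in the same data.

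Of the genes called in *cyp-36A1(lf); egl-9(lf)* against *egl-9(lf)*, 80 were not called in *egl-9(lf)* against the wild type, 24 of them higher and 56 lower. Among these, 66 differed from each other genotype, 18 higher and 48 lower. The UDP-glucuronosyltransferase gene *ugt-13* was at 17.5 ± 0.783 CPM in the wild type, 12.5 ± 2.55 in *egl-9(lf)*, 18.7 ± 1.27 in *egl-9(lf) hif-1(lf)* and 1.11 ± 0.176 in *cyp-36A1(lf); egl-9(lf)*, and the bestrophin gene *best-1* rose from *egl-9(lf)* to *cyp-36A1(lf); egl-9(lf)* by a log2 fold change of 2.80 (standard error 0.24, adjusted p = 7.89e-05 from edgeR). In addition, 15 HIF-1-upregulated genes lay below the wild type in *cyp-36A1(lf); egl-9(lf)*, among them *mul-1*, *F49F1.1* and *F49F1.7*. Chromosome V, with 19.2% of the genes tested, held more of the 66 genes than any other chromosome, *ugt-13* among them. The *cyp-36A1(lf); egl-9(lf)* libraries came from the same strain, so other differences of that strain cannot be told apart from an effect of *cyp-36A1(lf)*. No *cyp-36A1(lf)* strain with a wild-type *egl-9* was among the 4 genotypes, and no explanation was tested.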

How the results depend on the processing

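Tests of all identifiers and edgeR's later quasi-likelihood method were chosen after the data were seen. The cause was not tested for any value that moved, except where stated. With 2 libraries per genotype, genes near the threshold change sides easily. No named gene reversed its direction in a comparison where the main fit called it, while changes of sign among values never called were not counted. Of 3928 values of genes called in *egl-9(lf)* against the wild type 203 lost their call, and so did 197 of 3627 in *egl-9(lf) hif-1(lf)* and 149 of 1499 in *cyp-36A1(lf); egl-9(lf)* against *egl-9(lf)*. Of the values of named genes without a call, 9.43% of 435, 12.0% of 736 and 4.16% of 2864 gained one in the same order.

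The genes changed in *egl-9(lf)* numbered 337 higher and 947 lower at an adjusted p of 0.01, and lower genes 898 with log2(FPKM + 1) and 785 with no filter on these values. The share suppressed by *hif-1(lf)* was 93.1% of lower genes by DESeq2's Wald test, 76.0 and 82.6% of higher and lower genes with fits of the compared genotypes alone, and 93.2 and 90.8% of higher genes with log2(FPKM + 1), filtered and not. With the *egl-9(lf)* libraries divided it was 67.6 and 73.6% of higher and 76.6 and 80.3% of lower genes. The shares of HIF-1-upregulated and HIF-1-downregulated genes suppressed by *cyp-36A1(lf)* were 27.3 and 10.1% by the likelihood ratio test, 34.9 and 11.9% with no filter, 31.3 and 10.4% with the replicate block, 26.2 and 5.08% with the compared genotypes alone, and 34.9 and 11.0% with all identifiers. DESeq2's Wald test gave 9.23% for downregulated and log2(FPKM + 1) 25.9% for upregulated genes. By size they were 9.38 and 2.67% at a log2 change of 1 to 1.5, 5.90% (down) at 1.5 to 2, 14.6% (down) at 2 to 3, and 27.04 and 48.6% at 3 or more, where the odds ratio of 3.34 became 1.55 at 2 to 3 and reversed to 0.394 at 3 or more. With no filter or all identifiers, edgeR's prior degrees of freedom were infinite, so that each gene's own spread was not used; with the later method and no filter the upregulated share was 22.3%.

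For *cyp-36A1(lf); egl-9(lf)* against *egl-9(lf)*, 334 genes were called, and 578 by the likelihood ratio test, 840 with no filter, 641 with the replicate block and 724 with all identifiers. For *egl-9(lf) hif-1(lf)* against the wild type the 45 genes became 92, 151, 84 and 144 in the same order, 24 with log2(FPKM + 0.1) and 19 with log2(FPKM + 1) unfiltered, which gave 1615 genes for *cyp-36A1(lf); egl-9(lf)* against the wild type (2848) and 1670 against *egl-9(lf) hif-1(lf)* (2612). Gene lists called by camera fell from 18 to 1, 16 to 1 and 9 to 0 in the 3 comparisons with an estimated correlation, and fry called 2 in the last. With all genes as the background 5 lists were enriched, against 3. With the paper's own calls as the target, collagens and antimicrobial genes (5 of 5) passed, and PMK-1 and *dod* genes did not.

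Leaving out each replicate in turn gave 308 to 530 higher and 972 to 1516 lower genes in *egl-9(lf)* (lowest without wild-type replicate 1), and shares suppressed by *hif-1(lf)* of 67.7 to 95.1% and 63.5 to 95.1% (lowest without *egl-9(lf) hif-1(lf)* replicate 2). Shares suppressed by *cyp-36A1(lf)* were 9.95 to 28.97% and 4.50 to 9.38%, with odds ratios of 2.34 to 5.14. The genes called were 164 to 385 for *cyp-36A1(lf); egl-9(lf)* against *egl-9(lf)* (lowest without *cyp-36A1(lf); egl-9(lf)* replicate 1), 15 to 51 for *egl-9(lf) hif-1(lf)* against the wild type, 1045 to 3495 for *cyp-36A1(lf); egl-9(lf)* against the wild type (1045 without wild-type replicate 1, 1274 without its replicate 2, and 1281 and 1778 without *cyp-36A1(lf); egl-9(lf)* replicates 1 and 2) and 1323 to 3353 for *cyp-36A1(lf); egl-9(lf)* against *egl-9(lf) hif-1(lf)* (1323 without *egl-9(lf) hif-1(lf)* replicate 2, 1491 and 1629 without *cyp-36A1(lf); egl-9(lf)* replicates 1 and 2).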

Differences from the paper's values

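The test of all identifiers was chosen after the values were seen. The paper's share of HIF-1-upregulated genes also suppressed by *cyp-36A1(lf)* is 36%, and the share here is 20.9%. Among alternatives set before the data were examined, those within 1.5 times the paper's value were DESeq2's Wald test (24.3%), edgeR's likelihood ratio test (27.3%), no filter (34.9%), the replicate block (31.3%), the compared genotypes alone (26.2%), log2(FPKM + 1) with limma (25.9%), without wild-type replicate 1 (25.6%), without *egl-9(lf) hif-1(lf)* replicate 1 (27.9%) or 2 (28.97%), and changes of 3 or more (27.04%). Those that were not were DESeq2 size factors (19.8%), library totals (21.1%), the filter of 1 CPM (20.9%), log2(FPKM + 0.1) (17.8%), log2(FPKM + 1) unfiltered (21.1%), without *egl-9(lf)* replicate 1 (18.4%) or 2 (22.2%), without *cyp-36A1(lf); egl-9(lf)* replicate 1 (9.95%) or 2 (13.3%), without wild-type replicate 2 (23.5%), an adjusted p of 0.01 (17.7%), the divided *egl-9(lf)* libraries (19.7 and 22.01%), suppression with at least 50% of the change lost (17.9%), the sperm genes left out (20.9%), and the other sizes of change (9.38, 22.7 and 20.9%). Testing all identifiers, chosen after the values were seen, gave 34.9%, dropped 0 of the 132 upregulated and 5 of the 128 downregulated genes that the paper's tables call suppressed by both mutations, and called 49 and 34 others by edgeR's quasi-likelihood test. That share was 181 of 518 HIF-1-upregulated genes, and the share with no filter 195 of 558, against 132 of 366 in the paper's table. The similar shares thus come from sets of unlike size, and in both of these settings each gene's own spread was not used. The shares by size of change cover only part of the genes behind the paper's 36%.

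The paper's tables list 132 upregulated genes suppressed by both mutations, of which 73 were also called here, and 128 downregulated genes, of which 91 were. All 132 and all 128 moved in the paper's direction here, and log2 fold changes of *cyp-36A1(lf); egl-9(lf)* against *egl-9(lf)* differed from the paper's by a median of 0.0200 and 0.0196. The same libraries were used in both, so this likeness is no separate evidence. The paper's table also calls *cyp-36A1* itself suppressed by *cyp-36A1(lf)*, while here its log2 fold change of -1.81 did not pass edgeR's quasi-likelihood test (adjusted p = 0.116). It was called with edgeR's likelihood ratio test (adjusted p = 0.0174), no filter (8.97e-18), the replicate block (1.48e-04), without *cyp-36A1(lf); egl-9(lf)* replicate 2 (0.0120) and with all identifiers (1.89e-17), the last chosen after the values were seen.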

Other observations

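No test in this part was chosen after its result was seen. Of 36 glutathione S-transferase genes, 3 rose and 10 fell in *egl-9(lf)* (4 and 10 when adjusted over the list alone), with *gst-4* at 38.6 ± 0.568 CPM in the wild type, 9.04 ± 1.91 in *egl-9(lf)* and 34.1 ± 9.02 in *egl-9(lf) hif-1(lf)*. Of 49 cytochrome P450 genes, 6 rose and 19 fell (9 and 21 when adjusted over the list alone), with *cyp-34A4* at 17.3 ± 0.116, 1.58 ± 0.652 and 14.9 ± 1.18 CPM in the same order. Each list moved down as a set with a preset correlation (adjusted p = 0.0337 and 0.00976 from camera) but not with an estimated one (adjusted p = 0.746 and 0.216 with an estimated correlation). The globin gene *glb-1* rose by a log2 fold change of 2.95, and the cysteine dioxygenase gene *cdo-1* from 10.6 ± 1.41 to 80.6 ± 11.7 CPM. Of 23 genes of egg-laying circuit signaling, 2 were called in *egl-9(lf)*, both lower (2 when adjusted over the list alone), *cat-4* with a log2 fold change of -1.55 and *bas-1* with one of -1.12. All 7 *nspe* genes rose in *egl-9(lf)* (7 when adjusted over the list alone), with *nspe-1* at 0.857 ± 0.116 CPM in the wild type and 34.4 ± 8.16 in *egl-9(lf)*, and *nspe-6* at least 466-fold higher against a floor of 3 counts over the wild-type libraries, but these genes are near-identical.

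The nuclear receptor gene *nhr-46* was at 36.2 ± 1.46 CPM in the wild type, 48.9 ± 0.641 in *egl-9(lf)* and 34.4 ± 0.176 in *egl-9(lf) hif-1(lf)*. Its log2 fold change in *egl-9(lf)* was 0.43 (standard error 0.11, adjusted p = 0.0217 from edgeR's quasi-likelihood test), and that of *cyp-36A1(lf); egl-9(lf)* against *egl-9(lf)* was -0.36 (standard error 0.11, adjusted p = 0.196 from edgeR). No gene under the name *cyp-13A12* was among those that passed the filter. Whether its counts were too low or its name was not matched was not examined.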
